# Single-cell analysis of isoform switching and transposable element expression during preimplantation embryonic development

**DOI:** 10.1371/journal.pbio.3002505

**Published:** 2024-02-16

**Authors:** Chaoyang Wang, Zhuoxing Shi, Qingpei Huang, Rong Liu, Dan Su, Lei Chang, Chuanle Xiao, Xiaoying Fan

## Abstract

Alternative splicing is an essential regulatory mechanism for development and pathogenesis. Through alternative splicing one gene can encode multiple isoforms and be translated into proteins with different functions. Therefore, this diversity is an important dimension to understand the molecular mechanism governing embryo development. Isoform expression in preimplantation embryos has been extensively investigated, leading to the discovery of new isoforms. However, the dynamics of isoform switching of different types of transcripts throughout the development remains unexplored. Here, using single-cell direct isoform sequencing in over 100 single blastomeres from the mouse oocyte to blastocyst stage, we quantified isoform expression and found that 3-prime partial transcripts lacking stop codons are highly accumulated in oocytes and zygotes. These transcripts are not transcription by-products and might play a role in maternal to zygote transition (MZT) process. Long-read sequencing also enabled us to determine the expression of transposable elements (TEs) at specific loci. In this way, we identified 3,894 TE loci that exhibited dynamic changes along the preimplantation development, likely regulating the expression of adjacent genes. Our work provides novel insights into the transcriptional regulation of early embryo development.

## Abstract 2

Alternative splicing is an essential regulatory mechanism for development and pathogenesis. This study uses single cell sequencing of mouse oocyte to plastocyst to reveal large-scale of isoform switching and transposable element regulation during the maternal-to-zygotic gene transition.

## Introduction

A gene can be transcribed into various isoforms, which are then translated into different proteins. Isoform compositions differ between cell types and states, making isoform switching a crucial factor in determining cell identity [1,2]. Third-generation sequencing-based single-cell RNA-sequencing methods like SCAN-seq, HIT-scISOseq, and MAS-ISO-seq have been developed to directly sequence gene isoforms [1,3–7]. SCAN-seq is known for its high gene detection sensitivity and ability to detect many novel transcripts in rare samples [4]. However, it fails to quantify the absolute abundance of genes and isoforms due to the high error rate of Nanopore sequencing [8,9]. On the other hand, HIT-scISOseq and MAS-ISO-seq use the PacBio HiFi sequencing platform to quantify isoform abundance in single cells with improved data throughput [6,7].

Isoform switch plays an important role in cell fate determination. *PBX1*, for example, can be transcribed into 3 different isoforms, each with distinct functions. *PBX1a* maintains the pluripotency of mouse embryonic stem cells (mESCs), while *PBX1b* promotes differentiation [10]. Other genes such as *Tcf3* and *Sall4* have similar regulatory patterns in mESCs [11,12]. The molecular regulation of preimplantation embryo development has been the focus of many studies, particularly maternal to zygote transition (MZT), which is crucial for whole-body development [13–16]. Although hundreds of genes have been identified in zygotic genome activation (ZGA), the functional regulators remain largely unclear, including whether isoform switching participates in the process [17–19].

Transposable elements (TEs) account for approximately 46% and approximately 37.5% of the human and mouse genome, respectively [20,21], contributing to evolution and genetic regulation. They can be divided into 2 major classes based on the transposition mode: class I retrotransposon and class II DNA transposon [22,23]. Class I, which makes up about 95% of total TEs, includes long and short interspersed elements (LINEs and SINEs, respectively) and long terminal repeats (LTRs). TEs are known to play a crucial role during embryo development [24]. For instance, MERVL and MT2_mm (a truncated form of ERVL containing only the LTR domain) can serve as promoters for totipotent gene expression, and their expression has been considered an essential totipotent biomarker [18,25,26]. LINEs, particularly LINE1, have been reported to suppress the expression of totipotent genes such as *Dux* [27,28]. A previous study showed that the hominoid-specific transposon (SINE-VNTR-Alu) acts as an enhancer to promote the ZGA process [29]. However, due to their highly repetitive nature, it is challenging to determine the activity of TEs at the locus level with limited read length. Analyzing TE expression in specific loci is therefore important for gene transcriptional regulation.

In this study, we adapted the HIT-scISOseq method for low-throughput cell analysis and sequenced isoforms in single blastomeres of mouse preimplantation embryos [6]. We analyzed cell heterogeneity within the same embryos at the same stage, providing insights into the timing of cell fate diversification during preimplantation embryo development. Isoforms of each gene in every single cell were quantified, and different isoform types showed varied proportions across embryonic stages. Notably, a significant number of 3-prime partial transcripts (lacking stop codons and generating proteins lacking C-termini) were observed in oocytes and zygotes, but were quickly degraded at the early 2-cell (E2C) stage. Furthermore, locus-specific TEs were analyzed, revealing dynamic expression changes during embryonic development. These TEs showed high correlation with the expression of adjacent genes, indicating their potential importance in developmental events.

## Results

### Modified HIT-scISOseq for the mouse preimplantation embryos sequencing

To identify gene isoforms in each blastomere of mouse oocytes and preimplantation embryos, we amplified RNAs in individual cells using a 10× gel bead and the Smart-seq2 protocol [6,30]. Subsequently, the amplified cDNAs from different cells were combined for ligation and PacBio library construction following the HIT-scISOseq method [6]. Concurrently, the barcode sequence of each cell was predetermined through Sanger sequencing of the cDNAs (Fig 1A). Data on gene and isoform expression from 161 single blastomeres were collected from 3 batches, covering various developmental stages and mESC (Table 1). 

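The gene table and the isoform table hold 1 column for each of the 161 cells. They came from 10 oocytes, 9 zygotes, 10 early 2-cell (E2C) and 11 late 2-cell (L2C) blastomeres. There were also 17 4-cell, 26 8-cell, 38 16-cell and 22 32-cell blastomeres, 13 blastocyst cells and 5 mouse embryonic stem cells (mESC). The names of 121 cells give the oocyte, zygote or embryo they came from, and these 43 oocytes, zygotes and embryos were used as the replicates: 10 oocytes, 9 zygotes, 5 E2C, 6 L2C, 5 4-cell, 4 8-cell and 4 16-cell embryos. The names do not say whether an embryo number was used again in another run, in which case 1 replicate would hold cells of different embryos. Fig 2A shows 10 zygotes and 10 L2C cells, and the columns were followed here. The other 40 cells (32-cell, blastocyst and mESC) name no embryo, so their values are given as the range and median over cells, without a test. The sequencing run was known from the paper's cell lists for 59 cells, which include all oocytes and zygotes, and was not known for 102 cells from E2C to 16-cell. Each cell was read as full-length cDNA on the PacBio platform, with a barcode for the cell and a unique molecular identifier (UMI), a random tag that lets each captured RNA molecule be counted once. The authors assigned reads to barcodes and UMIs with scISA-Tools, mapped them to mm10 with minimap2 and assigned genes with gffcompare. They collapsed isoforms with cDNA_Cupcake, filtered them with SQANTI3 and removed isoforms seen in fewer than 5 cells. They deposited copies per 100,000 UMIs of a cell for 20171 genes and 68012 isoforms. In each cell all non-zero values were whole multiples of the value of 1 UMI within a tolerance of 0.1, so the UMI counts were recovered. The cells held between 4985 and 389775 gene UMIs, with a median of 38914. Oocytes held 166731 to 255836 (median 195670) and zygotes 194072 to 389775 (246466). E2C cells held 31037 to 105534 (91608.5) and L2C cells 17971 to 67963 (58097). The 4-cell blastomeres held 4985 to 43842 (32466), 8-cell 11012 to 42673 (33030), 16-cell 6934 to 60831 (32481) and 32-cell 13238 to 60779 (34772.5), and blastocyst cells and mESCs held 18215 to 56493 (47437) and 14267 to 25042 (22726). The isoform table holds fewer UMIs, between 3385 and 248254 per cell with a median of 29552. Because the deposited values are normalized, stages were compared with limma on log2(value + 1) of embryo means, with all 7 stages from oocyte to 16-cell in 1 fit. A fold change is on that scale, which understates the change of low genes. Values per cell were averaged over the cells of an embryo and compared by permutation of the embryos, two-sided.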

Each sequencing batch produced approximately 5 million circular consensus sequencing (CCS) reads in 1 SMRT Cell 8M, with an average length of around 4 kb, indicating ligation of 2 to 3 cDNA molecules in most cases. After data splitting and mapping, about 90% of the isoforms could be accurately assigned to cells (Table 1). This approach allowed for relatively deep sequencing of samples from each stage (Fig 1B). To assess the precision of measuring absolute numbers of isoforms using our method, we also amplified ERCC and SIRV spike-ins [31,32]. At the gene level, we observed high correlation values between the added molecules and the detected UMI counts (Fig 1C). At the isoform level, different isoforms of the same SIRV gene were accurately identified without any false matches (Fig 1D). These findings demonstrate that our workflow precisely measures transcript abundance in each single cell.

**Fig 1:**
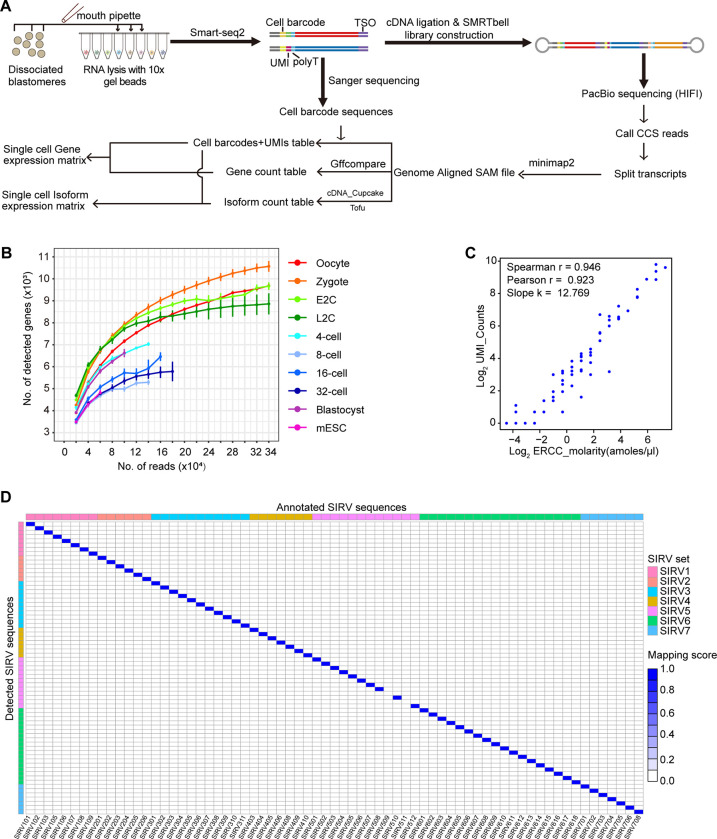
Quality evaluation of the single-cell isoform expression data. (A) Diagram of the experimental and analysis workflow for single-cell isoform sequencing of mouse preimplantation embryos. (B) Saturation curve of representative cells from each stage. The raw data for this plot is supplied in S1 Data. (C) Correlation between detected UMI counts and absolute spiked abundances of each ERCC gene. The raw data for this plot is supplied in S1 Data. (D) Isoform mapping results of the SIRV spike-ins. The raw data for this plot is supplied in S1 Data.

**Table 1:** Quality evaluation of samples from 3 batches.

	Library	Batch 1	Batch 2	Batch 3
Polymerase Reads	Polymerase Reads	5534582	6002833	7099439
	Polymerase Yield (GB)	427.02	540.46	410.25
	Polymerase Max Length	479619	493469	483234
	Polymerase Mean Length	77155.42	90033.59	57786.35
	Polymerase Read N50	154554	167339	130615
Subreads	Subread Yield (GB)	420.1	535.33	404.78
	Subreads Max Length	479619	493469	483234
	Subreads Mean Length	3001.47	4482.57	3127.49
	Subread N50	3557	5186	3508
CCS	CCS Reads	4412788	5079207	5914414
	CCS Yield (GB)	15.6	25.46	23.5
	CCS Max Length	27871	27593	27810
	CCS Mean Length	3534.33	5013.54	3973.65
	CCS N50 Length	4216	5791	4760
	CCS Mean Passes	27	19	17
	CCS MeanQV	0.96	0.97	0.94
Full-length (FL) Isoform Detection	All Paired	11184443	20967437	11008106
	FL	10013148	19427495	9427600
	Non-FL	206358	283797	283953
	Unknow	964937	1256144	1296552
	FL (%)	89.53	92.66	85.64
	Non-FL (%)	1.85	1.35	2.58
	Unknow (%)	8.63	5.99	11.78
	FL MeanLen	934.75	888.57	1081.15
	FL N50	1128	1044	1365
Cell Barcode (CB) Identification	FLNC	10013148	19427495	9427600
	CB in Whitelist	8858087	17083701	7834317
	CB in Whitelist (%)	88.46	87.94	83.1
	CB Correction	254281	553029	334615
	CB Correction (%)	2.54	2.85	3.55
	Total Corrected CB	9112368	17636730	8168932
	Total Corrected CB (%)	91	90.78	86.65

### Gene and isoform expression patterns in the mouse preimplantation embryos

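UMIs per cell, taken as the median over the cells of an embryo, were 202781 ± 27745 (SD, n = 10) in oocytes and 270649 ± 64743 (SD, n = 9) in zygotes. They were 84834.8 ± 14934 (SD, n = 5) in E2C, 51456 ± 16838 (SD, n = 6) in L2C. Later they were 29029.7 ± 12705 (SD, n = 5) in 4-cell, 27707 ± 10944 (SD, n = 4) in 8-cell and 25992.5 ± 14343 (SD, n = 4) in 16-cell embryos. Oocytes and zygotes together had 189393 more UMIs per cell than the 24 embryos from E2C to 16-cell (two-sided permutation test, p = 1e-05, the smallest that 100,000 resamples can give; adjusted p = 2.29e-05 over a family of 16 comparisons). Zygotes had 185814 more than E2C embryos (exact permutation test, two-sided, p = 4.995e-04, the smallest that 2002 arrangements can give; adjusted p = 6.66e-04), and each oocyte and zygote had more than each later embryo. Oocytes and zygotes of run 1, run 2 and run 3, taken alone, had 169551, 252382 and 187910 more than the later embryos, whose runs are not known. Of the alternatives, the isoform table gave the smallest difference, 123640 UMIs. A blastomere is only a part of an embryo. Summed over their 2 cells, E2C embryos held 123051 to 197339 UMIs, against 194072 to 389775 in zygotes. The cDNA of cells was pooled before sequencing, and 1/4 oocytes did not differ from intact oocytes in UMIs past the threshold. UMIs per cell therefore need not follow the amount of RNA. Oocytes and zygotes had 8721 ± 514 (SD, n = 10) and 10150 ± 851 (SD, n = 9) genes per cell, against 6029 ± 1791 (SD, n = 24) from E2C to 16-cell. The difference in genes changed sign when every cell was thinned to 5000 UMIs, to −243 genes (permutation p = 4e-05, two-sided).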

The mouse oocyte and zygote contain a higher number of RNA molecules compared to later stage blastomeres due to maternally inherited RNA degradation [33]. 

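The cell with the fewest UMIs among oocytes and zygotes held 166731 and the cell with the most among later stages held 105534, so that the stages form separate clusters and the relation of UMIs to genes was computed within each of the 9 stages with at least 6 cells. Pearson's r between log10 UMIs and genes per cell ranged from 0.797 in zygotes to 0.990 in E2C, with a median of 0.964. Pooled over the stages, r was 0.949, and it was 0.856 with untransformed UMIs and 0.984 in the isoform table. Spearman's rho ranged from 0.683 in zygotes to 0.965 in 32-cell blastomeres. The largest p for r was 0.0123 (zygotes, exact permutation test; adjusted p = 0.0123 over the 9 stages) and the largest for rho was 0.0503 (zygotes, exact; adjusted p = 0.0503), all two-sided. Without the 2 cells farthest from the median UMI count, r was 0.547 in oocytes, 0.558 in L2C and 0.476 in blastocyst cells, so that in these stages much of the relation rests on those cells, and it was between 0.800 and 0.972 in the other 6 stages. Cells of 1 embryo are not independent of each other, which these p-values do not take into account. UMIs that were not log-transformed moved the median r most, to 0.902.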

The number of transcript molecules was strongly correlated (R = 0.96) with the number of expressed genes in the cells (Fig 2A). Principal component analysis (PCA) using gene expression data and isoform expression data showed that blastomeres of different stages were clearly separated (Fig 2B and 2C). 

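Principal components were computed over the 161 cells on log2(CPM + 1) of the 1000 most variable genes or isoforms. At the gene level PC1 took 39.6% of the variance and PC2 7.73%, and at the isoform level 33.8% and 10.1%. Along gene PC1 the median was −124.1 in oocytes, −123.2 in zygotes and −123.3 in E2C. It was −27.4 in L2C, 2.94 in 4-cell, 44.0 in 8-cell, 44.7 in 16-cell, 54.7 in 32-cell, 15.3 in blastocyst cells and 21.8 in mESCs. The gap between E2C and L2C was the widest between adjacent stages on PC1, and no E2C cell overlapped an L2C cell, with E2C cells between −124.2 and −118.0 and L2C cells between −59.7 and −17.6. PC2 set L2C and 4-cell apart, with medians of 57.9 and 52.7, from 8-cell at 9.58 and from oocytes at −19.9. In the plane of both components, the nearest other cell was of the same stage for 106 of 161 cells by genes and for 76 by isoforms. By genes this held for 11 of 11 L2C and 16 of 17 4-cell blastomeres, and for 5 of 10 oocytes, 3 of 9 zygotes and 6 of 10 E2C cells, whose ranges on PC1 overlapped.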

The oocyte and zygote exhibited similar expression patterns; Late 2-cell (L2C) and 4-cell blastomeres were grouped together; the 8-cell, 16-cell, and 32-cell stages were similar; and the blastocyst cells were analogous to the mESCs. 

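Stage profiles were the mean over embryos (over cells for 32-cell, blastocyst and mESC) and were compared by Pearson's r across all genes or isoforms on log2(CPM + 1), where genes are not independent replicates. The oocyte and zygote profiles were each other's nearest stage, with r = 0.969 over genes and 0.895 over isoforms. L2C and 4-cell were each other's nearest stage (0.910 and 0.722), as were 8-cell and 16-cell (0.940 and 0.804), and the 32-cell profile was nearest to 16-cell (0.935 and 0.781). E2C was nearest to the zygote (0.937 and 0.774). The blastocyst profile was nearest to 16-cell (0.934 and 0.790), while the mESC profile was nearest to the blastocyst by genes (0.781) and to 16-cell by isoforms (0.609). Rank correlation moved this most, changing the nearest stage of 1 of 10 stages by genes and of 2 by isoforms. The 32-cell, blastocyst and mESC cells came from 1 run each, so the run and the stage cannot be told apart for them.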

Stage-specific genes and transcripts were extracted, resulting in 3,867 genes and 6,819 isoforms, respectively (S1 Table). These were divided into 6 corresponding clusters based on their expression patterns across all embryonic stages (Fig 2D and 2E and S1 Table). 

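Adjacent stages were compared with limma on embryo means, keeping features with at least 1 copy per 100,000 in at least 4 embryos (11682 genes and 29409 isoforms). They were called at a log2 fold change over 1 in size and an unadjusted p under 0.01, two-sided. The paper's methods give the same limits of 1 and 0.01, without saying whether falls were counted as well as rises. From oocyte to zygote 379 genes were called (341 higher and 38 lower) and from zygote to E2C 849 (528 and 321). There were 5654 from E2C to L2C (2990 and 2664), and from L2C to 4-cell 782 (282 and 500). From 4-cell to 8-cell there were 1749 (522 and 1227), and 393 from 8-cell to 16-cell (222 and 171). The same comparisons gave 435, 1522, 7639, 1262, 2333 and 580 isoforms. In at least 1 of the 6 comparisons 7240 genes and 10808 isoforms were called. DESeq2 on the recovered UMIs moved these totals most, down to 5090 genes and 3290 isoforms, with 6234 genes and 4285 isoforms left by the filter of the count models. With the run as a block, chosen after the data were seen, there were 187 genes and 234 isoforms from oocyte to zygote. The count from L2C to 4-cell rests in part on single embryos, with 423 genes and 709 isoforms without 4-cell embryo 4 and 464 and 766 without 4-cell embryo 5. Without 16-cell embryo 4 the isoforms from 8-cell to 16-cell came to 1015. Genes were named by a fixed rule of size, among those at 10 or more copies per 100,000 in the higher stage whose embryos did not overlap between the stages (coordinates from GRCm38, the build of mm10). From oocyte to zygote 1 gene met it, Blvra (chromosome 2, 127070665 to 127097084), with 25.2 ± 5.78 copies per 100,000 (SD, n = 10) falling to 13.0 ± 5.90 (SD, n = 9), a log2 fold change of −1.09 (standard error 0.258, limma adjusted p = 0.00198), which came to −0.90 with the run as a block. From L2C to 4-cell, Gm37596 (chromosome 3, 93692050 to 93693070) rose from 1.03 ± 0.909 (SD, n = 6) to 11.4 ± 8.83 (SD, n = 5), with a log2 fold change of 2.78 (standard error 0.438, adjusted p = 1.97e-04), and Isyna1 (chromosome 8, 70594373 to 70597290) rose by 2.39 (0.492, 0.00321). Fmnl3 (chromosome 15, 99317225 to 99370482) fell by 2.28 on the log2 scale (0.542, 0.00969) and Spry4 (chromosome 18, 38586247 to 38601415) fell by 2.19 (0.400, 8.80e-04). From 8-cell to 16-cell, Ptges (chromosome 2, 30889471 to 30929863) rose from 1.03 ± 1.20 (SD, n = 4) to 13.8 ± 6.56 (SD, n = 4), with a log2 fold change of 2.95 (standard error 0.419, adjusted p = 1.08e-05), and Akr1b8 (chromosome 6, 34354119 to 34368463) rose by 2.47 (0.501, 0.00249). Socs3 (chromosome 11, 117966079 to 117970047) fell by 2.65 (0.393, 2.21e-05). Obox6 (chromosome 7, 15833241 to 15839678), of a family of similar genes between which the mapping could split reads, fell by 2.03 (0.392, 0.00134). Without 16-cell embryo 1 it fell by 1.07 and was no longer called.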

Cluster 1 (C1) transcripts were highly abundant in oocytes and zygotes, subsequently degraded from E2C stage. 

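From zygote to E2C 321 genes and 865 isoforms were called lower, and from E2C to L2C 2664 genes and 3852 isoforms. Both steps called 66 genes and 105 isoforms lower. Bub1b (chromosome 2, 118598211 to 118641591) had 72.7 ± 39.5 copies per 100,000 (SD, n = 9) in zygotes and 3.27 ± 2.08 (SD, n = 5) in E2C, a log2 fold change of −4.07 (standard error 0.325, limma adjusted p = 4.14e-15). H1foo (chromosome 6, 115944938 to 115950236) had 1025 ± 606 (SD, n = 9) and 109.1 ± 71.1 (SD, n = 5), a log2 fold change of −3.24 (standard error 0.481, adjusted p = 1.31e-06). Rgs2 (chromosome 1, 143999338 to 144004161) was still at 179.9 ± 56.8 (SD, n = 5) in E2C and at 0.519 ± 0.806 (SD, n = 6) in L2C, a log2 fold change of −6.92 (standard error 0.415, adjusted p = 3.28e-21). Oog4 (chromosome 4, 143437164 to 143450324), which belongs to a family of similar genes between which the mapping could split reads, went from 78.8 ± 26.4 to 1.09 ± 2.23 over the same step, a log2 fold change of −5.91 (standard error 0.373, adjusted p = 2.70e-20). With each embryo of either stage left out where the groups had 5 or fewer, the log2 fold changes stayed between −4.23 and −3.80 for Bub1b, −3.56 and −2.83 for H1foo, −7.09 and −6.75 for Rgs2 and −6.02 and −5.72 for Oog4.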

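From zygote to E2C 528 genes and 657 isoforms were called higher. From E2C to L2C, 253 of these genes and 461 of these isoforms were called lower again, and 56 genes and 24 isoforms were called higher again. Copz1 (chromosome 15, 103272714 to 103299868) had 4.52 ± 2.68 copies per 100,000 (SD, n = 9) in zygotes and 26.2 ± 6.78 (SD, n = 5) in E2C, a log2 fold change of 2.39 (standard error 0.288, limma adjusted p = 9.05e-09). Pnrc1 (chromosome 4, 33245423 to 33290163) had 5.02 ± 3.74 (SD, n = 9) and 25.9 ± 11.7 (SD, n = 5), a log2 fold change of 2.26 (standard error 0.338, adjusted p = 1.48e-06). With each E2C embryo left out in turn, the log2 fold change stayed between 2.26 and 2.52 for Copz1 and between 2.02 and 2.41 for Pnrc1. Values are relative to all UMIs of a cell, and the numbers of molecules per cell were not compared.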

Cluster 2 (C2) included transcripts that were only up-regulated in the E2C stage. 

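From E2C to L2C 2990 genes and 3787 isoforms were called higher, and 822 of these genes and 1019 of these isoforms were called lower by the 8-cell stage. Mt2 (chromosome 8, 94172664 to 94173568) had 2.83 ± 2.74 copies per 100,000 (SD, n = 5) in E2C and 214.8 ± 70.7 (SD, n = 6) in L2C, a log2 fold change of 6.17 (standard error 0.421, limma adjusted p = 9.58e-19). B020004C17Rik (chromosome 14, 57015134 to 57018982) went from 2.03 ± 2.31 to 159.3 ± 32.7 over the same step, a log2 fold change of 6.10 (standard error 0.461, adjusted p = 4.00e-17), and from 99.3 ± 33.1 (SD, n = 5) at 4-cell to 1.26 ± 1.33 (SD, n = 4) at 8-cell, a log2 fold change of −5.28 (standard error 0.495, adjusted p = 1.22e-11). From 4-cell to 8-cell 522 genes and 1069 isoforms were called higher, of which 501 genes and 999 isoforms were not called lower at 16-cell. Crip2 (chromosome 12, 113140236 to 113145506) rose from 3.94 ± 4.16 (SD, n = 5) to 49.6 ± 14.4 (SD, n = 4), a log2 fold change of 4.11 (standard error 0.595, adjusted p = 5.85e-07), and Mylpf (chromosome 7, 127208890 to 127214298) from 3.38 ± 2.32 to 59.0 ± 10.6, a log2 fold change of 3.77 (standard error 0.422, adjusted p = 1.22e-09). Inka1 (chromosome 9, 107984223 to 107985879) fell over the same step from 30.6 ± 15.2 to 1.90 ± 1.81, a log2 fold change of −3.97 (standard error 0.445, adjusted p = 1.22e-09). Blastocyst cells name no embryo, so no test against the blastocyst was made.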

Cluster 3 (C3), cluster 4 (C4), and cluster 5 (C5) transcripts were highly expressed in the L2C to 4-cell stages, 8-cell to 32-cell stages, and blastocyst stages, respectively. The mESC-specific transcripts were in cluster 6 (C6). More genes were identified in each cluster at the isoform level, and most of the isoforms were consistent with the genes (Fig 2F and S1 Table). 

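At zygote to E2C 849 genes were called by their gene values and 984 genes had at least 1 called isoform, of which 349 were the same genes and 635 were called by an isoform only. At L2C to 4-cell 1034 genes had a called isoform against 782 called genes, and at 8-cell to 16-cell 488 against 393. The other comparisons went the other way, with 308 against 379 at oocyte to zygote, 3509 against 5654 at E2C to L2C and 1587 against 1749 at 4-cell to 8-cell. Among called isoforms of called genes, 97.1% at zygote to E2C and 98.4% at E2C to L2C changed in the direction of their gene, and between 99.3% and 100% in the other 4 comparisons. Among all called isoforms, whether or not their gene was called, 86.0% (L2C to 4-cell) to 95.6% (E2C to L2C) moved in their gene's direction. Genes with called isoforms in both directions numbered 62 at zygote to E2C and 175 at E2C to L2C, and 6, 42, 47 and 8 at the remaining comparisons in order of stage. These are counts of calls between adjacent stages, not of the paper's clusters.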

The results indicate that single-cell isoform expression data can be used to illustrate cellular heterogeneity and distinguish different types of cells as single-cell gene expression does.

**Fig 2:**
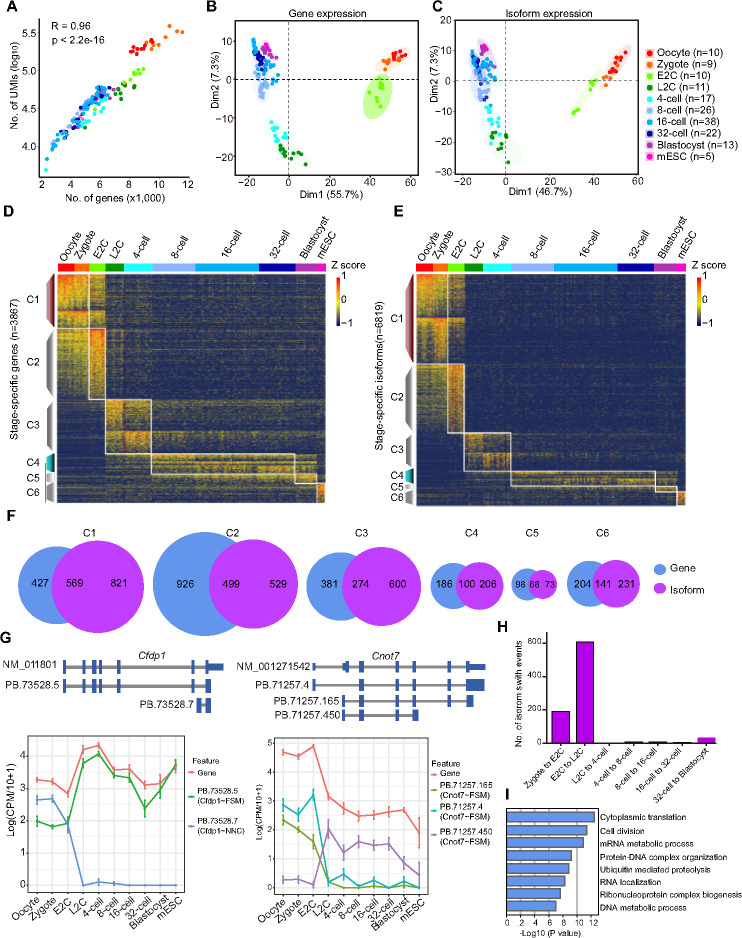
Gene and isoform expression in the mouse preimplantation embryos. (A) Number of genes and UMIs detected in each cell at different stages. The raw data for this plot is supplied in S2 Data. (B, C) PCA plot of all the blastomeres and mESCs based on gene expression (B) and isoform expression (C). The PCA loadings are supplied in S1 Table. The raw data for these 2 plots are supplied in S2 Data. (D, E) Heatmap of stage-specific genes (D) and isoforms (E). The raw data for these 2 plots are supplied in S2 Data. (F) Venn plot of pairwise groups of stage-specific genes and isoform-corresponding genes. (G) Isoform switch during embryo development, the upper picture is the reference transcript and our sequence isoform and the lower part is the gene and main isoform expression of *Cfdp1* and *Cnot7*. The raw data for this plot is supplied in S2 Data. (H) Number of isoform switch events between each adjacent embryonic stages. The raw data for this plot is supplied in S2 Data. (I) GO results of genes showed isoform switch during preimplantation embryo development. The raw data for this plot is supplied in S2 Data. GO, Gene Ontology; mESC, mouse embryonic stem cell; PCA, principal component analysis.

Furthermore, isoforms were found to show different expression patterns compared to the host genes. Isoform switch events largely occurred during the transition from zygote to E2C and from E2C to L2C stages, during the time windows of minor and major ZGA, respectively (Fig 2H and S1 Table). For example, *Cfdp1* increased the gene expression from E2C to L2C, with its isoform *PB.73528.5* showing the same pattern, but the other isoform, *PB*.*73528*.*7*, was largely down-regulation at the same stage (Fig 2G). 

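An isoform switch was tested as a change in the share of a gene's isoform UMIs taken by each isoform, with limma on the arcsine square root of the shares per embryo, for genes with 2 or more isoforms that were present in at least 3 embryos of each stage. A gene was called at a gene-level adjusted p under 0.01 with at least 1 isoform at an adjusted p under 0.05, the thresholds of the paper. Switches were called in 10 of 4325 genes at oocyte to zygote, 135 of 4028 at zygote to E2C, and 673 of 3441 at E2C to L2C. Later there were 56 of 3832 at L2C to 4-cell, 24 of 3504 at 4-cell to 8-cell and 3 of 3523 at 8-cell to 16-cell. They involved 13, 223, 1552, 64, 28 and 3 isoforms, and 88 of the 223 at zygote to E2C were among the isoforms that the paper lists as 3-prime partial. With only the 2 stages compared in the fit, limma called 0, 70, 362, 3, 0 and 0 genes. edgeR's diffSpliceDGE on the recovered UMIs, chosen after the data were seen, called 3, 6, 93, 0, 2 and 0 of 807 genes with enough UMIs, and 0 of its 3 at oocyte to zygote were among the 10 that limma called. With the run as a block, also chosen afterwards, 4 genes were called at oocyte to zygote. Where these settings called 0, limma with all stages in the fit had 423 (oocyte to zygote), 693 (L2C to 4-cell) and 521 genes (4-cell to 8-cell) at an unadjusted gene-level p under 0.05, and called 3 at 8-cell to 16-cell. Without the 3-prime partial isoforms 65 genes were called at zygote to E2C. From 4-cell to 8-cell the count was 14 without 4-cell embryo 1, 8-cell embryo 2 or 8-cell embryo 3, and 37 without 4-cell embryo 5. From 8-cell to 16-cell, where 3 genes were called, it ranged from 0 without 8-cell embryo 4 to 7 without 8-cell embryo 2. In Ubxn4 (chromosome 1, 128243964 to 128279378), isoform PB.3265.20, a 3-prime partial isoform that ends in coding exon 6 of 13, took 62.1 ± 7.89% (SD, n = 9) in zygotes and 0% in 4 E2C embryos (limma adjusted p = 1.06e-09). The gene had 9 isoform UMIs in E2C, so that a count of 0 allows a share of up to 33.3% (counting error only), and without the 3-prime partial isoforms its gene-level adjusted p was 0.213. In Cdc26 (chromosome 4, 62383654 to 62408642), PB.51716.21 rose from 2.46 ± 3.64% (SD, n = 9) to 66.8 ± 28.2% (SD, n = 5; adjusted p = 1.77e-09) and PB.51716.5 fell from 92.5 ± 5.72% to 33.2 ± 28.2% (adjusted p = 3.18e-06). From E2C to L2C, all isoform UMIs of Gm28578 (chromosome 19, 45300455 to 45338435) were on PB.39476.9 in 3 E2C embryos and on PB.39476.24 in 5 L2C embryos (adjusted p = 2.78e-14), which do not overlap each other and rest on 10 UMIs in E2C and 8 in L2C. A count of 0 there allows shares of up to 30.0% and 37.5%. In Pole4 (chromosome 6, 82618992 to 82705365), PB.62825.132 rose from 3.67 ± 1.18% (SD, n = 5) to 59.0 ± 5.87% (SD, n = 6; adjusted p = 4.33e-15).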

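Cfdp1 lies on the minus strand of chromosome 8, 111768491 to 111854291 (GRCm38). The gene had 16.9 ± 6.02 copies per 100,000 (SD, n = 5) in E2C and 68.7 ± 26.2 (SD, n = 6) in L2C, a log2 fold change of 2.03 (standard error 0.308, limma adjusted p = 8.48e-08). PB.73528.5, with 7 exons and 1309 bases, had 6.98 ± 2.95 and 45.5 ± 22.3, a log2 fold change of 2.59 (standard error 0.469, adjusted p = 1.08e-05). PB.73528.7, with 2 exons and 729 bases from 111768471 to 111769685, had 7.04 ± 3.59 in E2C and no UMI in the 11 L2C cells (log2 fold change −2.88 with a pseudocount of 1, standard error 0.443, adjusted p = 4.07e-07). A count of 0 over these cells allows up to 0.639 copies per 100,000, counting error only. Of the gene's isoform UMIs, PB.73528.7 took 40.8 ± 14.1% in E2C and 0% in L2C (limma adjusted p = 2.57e-09), and PB.73528.5 took 41.7 ± 16.7% and 57.9 ± 7.99%, a difference that did not pass the threshold (adjusted p = 0.230). With each E2C embryo left out in turn, the log2 fold changes stayed between 1.92 and 2.25 for the gene, 2.40 and 2.76 for PB.73528.5 and −3.17 and −2.64 for PB.73528.7.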

The expression levels of *Cnot7* gene and its isoforms *PB*.*71257*.*4* and *PB*.*71257*.*165* decreased from E2C to L2C, while *PB*.*71257*.*450*, another isoform of the gene was inversely changed (Fig 2G). 

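Cnot7 lies on the minus strand of chromosome 8, 40492540 to 40515847 (GRCm38), and fell from 133.5 ± 15.1 copies per 100,000 (SD, n = 5) in E2C to 22.8 ± 6.91 (SD, n = 6) in L2C, a log2 fold change of −2.44 (standard error 0.307, limma adjusted p = 6.90e-10). PB.71257.4, with 7 exons and 2575 bases, went from 27.5 ± 11.9 to 0.329 ± 0.513, a log2 fold change of −4.34 (standard error 0.585, adjusted p = 1.78e-08). PB.71257.165, with 7 exons and 2267 bases, went from 5.06 ± 3.06 to 0.329 ± 0.513, a log2 fold change of −2.08 (standard error 0.465, adjusted p = 3.01e-04). PB.71257.450 has 3 exons and 783 bases and ends at 40507297, in intron 3 of the longest coding transcript, which has 7 exons. It rose from 0.189 ± 0.423 to 8.74 ± 5.80, a log2 fold change of 2.97 (standard error 0.466, adjusted p = 6.25e-07). Its share of the gene's isoform UMIs was 0.170 ± 0.381% (SD, n = 5) in E2C and 54.2 ± 12.8% (SD, n = 5) in L2C (adjusted p = 2.17e-10), while that of PB.71257.4 fell from 26.8 ± 7.24% to 2.56 ± 4.21% (adjusted p = 1.08e-04). The share of PB.71257.165 did not pass the threshold (adjusted p = 0.104).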

Gene Ontology (GO) analysis revealed that the genes happened with isoform switch events were enriched in cytoplasmic translation, cell division, mRNA and DNA metabolic processes, etc. (Fig 2I). Functional and structural changes were identified in only 7 genes using FunFam [34,35] (S1 Fig). These results indicate that isoform switch regulation largely exists during embryonic development, especially during the ZGA process, in addition to gene expression level.

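Of the genes called with an isoform switch, 39 of 135 at zygote to E2C were also called by their gene values, and 429 of 673 at E2C to L2C, where 5654 of all genes were called. At the other comparisons the counts were 3 of 10 (oocyte to zygote), 4 of 56 (L2C to 4-cell), 6 of 24 (4-cell to 8-cell) and 0 of 3 (8-cell to 16-cell, with limma). With a minimum change of 0.1 in the share of an isoform, switches were called in 115 genes at zygote to E2C and 562 at E2C to L2C. The genes called at these comparisons by both limma and edgeR's diffSpliceDGE numbered 5 and 84. From the switches together with its GO and FunFam results, which were not analysed here, the paper proposes that switching between isoforms is widespread in embryo development, especially during zygotic genome activation (ZGA), beside the regulation of gene levels.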

### Isoform diversity decreases along preimplantation embryo development

To explore the connection between gene and isoform expression during mouse preimplantation development, we grouped genes into 6 categories based on the number of isoform types they expressed (S2A Fig). 

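The share of genes with more than 1 isoform type was taken per cell over the genes with at least 1 isoform UMI, and averaged over the cells of an embryo. It was 59.0 ± 1.65% (SD, n = 10) in oocytes, 61.9 ± 1.70% (SD, n = 9) in zygotes, 52.7 ± 2.57% (SD, n = 5) in E2C. It was 50.6 ± 6.91% (SD, n = 6) in L2C, 41.3 ± 6.29% (SD, n = 5) in 4-cell, 42.2 ± 4.18% (SD, n = 4) in 8-cell and 38.9 ± 9.30% (SD, n = 4) in 16-cell embryos. In single cells it had a median of 46.2% (35.9 to 54.3%) at 32-cell and 48.2% (41.0 to 54.1%) in blastocysts. Oocytes and zygotes were 14.6 percentage points above the later embryos (permutation test, two-sided, p = 1e-05, the smallest that 100,000 resamples can give; adjusted p = 2.29e-05, family of 16), and zygotes were 9.16 points above E2C (exact permutation test, two-sided, p = 4.995e-04, the smallest it can give). Oocytes and zygotes of run 1, run 2 and run 3 alone were 14.2, 17.7 and 13.7 points above the later embryos. The number of UMIs moved this measure most. With each cell thinned to 5000 isoform UMIs (mean of 5 draws, leaving out 1 cell with fewer), the share was 30.0 ± 0.608% in oocytes, 28.9 ± 1.12% in zygotes, 29.3 ± 0.766% in E2C. It was 27.3 ± 1.56% in L2C, 25.9 ± 2.05% in 4-cell, 27.0 ± 1.28% in 8-cell and 26.3 ± 3.22% in 16-cell embryos. At that depth oocytes and zygotes were 2.30 points above the later embryos (permutation p = 1.1e-04, two-sided) and zygotes differed from E2C by −0.392 points (exact permutation p = 0.498, two-sided).

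**Figure D1:**
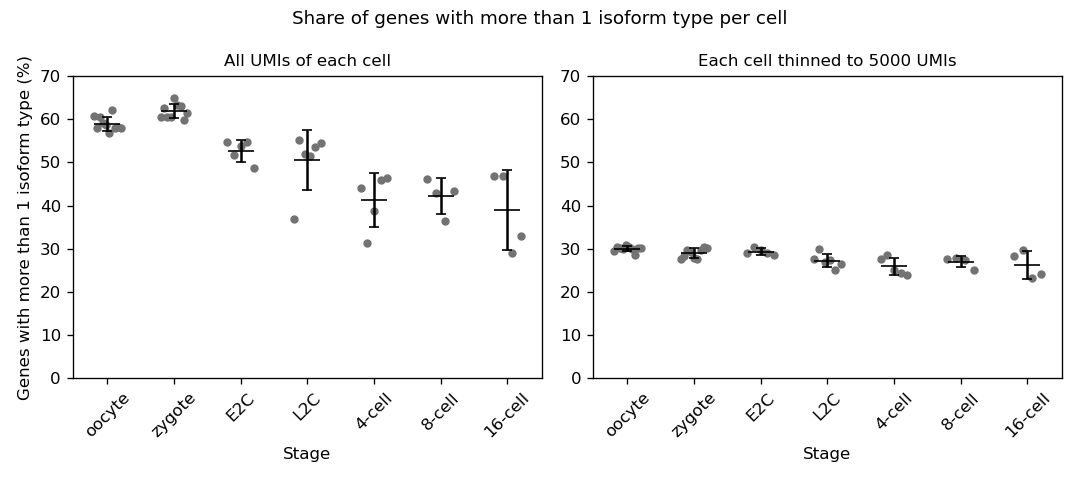
Share of genes with more than 1 isoform type per cell (y axis, %) by stage (x axis), with all UMIs of each cell on the left and with each cell thinned to 5000 isoform UMIs on the right. Each point is an oocyte, zygote or embryo and the lines are the mean and 1 SD; the stage means run from 61.9% to 38.9% with all UMIs and from 30.0% to 25.9% after thinning.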

While most genes expressed only 1 type of isoform across different stages, more genes expressed multiple types of isoforms in the earlier stages. In mouse oocytes and zygotes, around 60% of genes expressed more than 1 type of isoform, and nearly 20% of genes were found with over 5 types of isoforms. In contrast, approximately 70% of genes in mESCs expressed only 1 type of isoform, and less than 5% of genes expressed more than 5 types of isoforms (S2A Fig). 

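Over the 19 oocytes and zygotes, 60.4 ± 2.21% (SD, n = 19) of the genes of a cell had more than 1 isoform type, with a range of 56.8 to 65.0%, and 17.8 ± 1.56% had more than 5, with 17.2 ± 1.15% (SD, n = 10) in oocytes and 18.5 ± 1.73% (SD, n = 9) in zygotes. The share with more than 5 types was 5.34 ± 3.22% (SD, n = 24) from E2C to 16-cell, 12.5 points lower (permutation test, two-sided, p = 1e-05, the smallest that 100,000 resamples can give; adjusted p = 2.29e-05). Run by run, the difference was 11.8 points in run 1, 14.2 in run 2 and 12.5 in run 3. After thinning to 5000 isoform UMIs per cell, 2.12% of the genes in oocytes and 2.11% in zygotes had more than 5 types, and the difference from the later embryos was 1.07 points.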

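In the 5 mESCs, between 27.0 and 34.4% of genes (median 33.4%) had more than 1 isoform type, which leaves a median of 66.6% with 1 type, and a median of 1.22% (0.605 to 1.59%) had more than 5. These cells held fewer UMIs than most embryo cells. Thinned to 5000 isoform UMIs, the median share with more than 1 type was 19.9% (19.5 to 20.9%), below the lowest embryo at that depth, which had 23.1%. The mESCs came from 1 run and name no replicate culture, so no test was made.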

The same isoform expression characteristics were observed in SCAN-seq data (S2B Fig), indicating a diverse range of isoforms in early mouse embryos [4]. To rule out the possibility that this observation was caused by higher mRNA abundance in early embryos, especially in oocytes and zygotes, we performed oocyte splits. 

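For this control, batch 4 held intact oocytes and split oocytes. The authors deposited whole UMI counts of 49271 isoforms in 16 columns: 4 named oocyte, taken here as the intact oocytes, 6 named as split in 2 (1/2 oocytes) and 6 as split in 4 (1/4 oocytes). The names of the first 4 also hold the tag b5, which the others lack, so a difference in batch between intact and split oocytes cannot be excluded. Intact oocytes held between 182596 and 281036 isoform UMIs (median 218465), 1/2 oocytes between 129744 and 289774 (median 175252) and 1/4 oocytes between 137231 and 275297 (median 208381). The mean was 225140 ± 41331 (SD, n = 4), 187539 ± 57996 (SD, n = 6) and 202707 ± 53062 (SD, n = 6), and neither kind of split oocyte differed from intact oocytes in UMIs past the threshold (exact permutation tests, two-sided, p = 0.305 for 1/2 and 0.500 for 1/4; 210 arrangements each). The names do not pair the parts of 1 oocyte, so each column was used as a separate sample.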

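Genes with more than 1 isoform type made up 66.7 ± 0.705% (SD, n = 4) of the genes of intact oocytes, 67.2 ± 1.07% (SD, n = 6) of 1/2 oocytes and 68.0 ± 0.410% (SD, n = 6) of 1/4 oocytes. The 1/2 oocytes were 0.518 points above intact oocytes (exact permutation test, two-sided, p = 0.400, adjusted p = 0.519 over 6 comparisons) and the 1/4 oocytes 1.27 points above (exact p = 0.0143, adjusted p = 0.0857). Genes with more than 5 types made up 27.3 ± 0.836%, 27.8 ± 1.21% and 28.3 ± 0.513%, 0.436 points above intact oocytes in 1/2 oocytes (exact permutation p = 0.519, adjusted p = 0.519) and 0.989 points above in 1/4 oocytes (exact p = 0.0429, adjusted p = 0.129). Thinning to 5000 UMIs moved the difference of the 1/4 oocytes most, to 0.156 points (exact permutation p = 0.838).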

The results showed that the ratios of genes containing different numbers of isoform types were almost consistent among intact oocytes, 1/2 oocytes, and 1/4 oocytes (S2C Fig), suggesting that the detected isoform diversity was hardly affected by the amount of mRNAs. Additionally, the genes expressing more types of isoforms were detected with higher expression levels in both our data and SCAN-seq data (S2D and S2E Fig). 

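Within each of the 43 oocytes, zygotes and embryos, the number of isoform types of a gene rose with its UMIs, with Spearman's rho across genes between 0.663 and 0.847 (mean 0.800), where genes are not independent replicates. In oocytes, genes with 1 isoform type had a median of 7.57 ± 1.03 CPM (SD, n = 10), genes with 2 to 5 types 41.3 ± 4.87 and genes with more than 5 types 246.5 ± 30.5. In mESCs the medians were 53.3, 266.6 and 1601 CPM. Genes with more than 5 types were above genes with 1 type in 43 of 43. The median gene with 1 type had 1 UMI and the median gene with more than 5 types had 27.9 (mean over the 43), and a gene needs at least as many UMIs as types to be counted. When 6 UMIs were drawn from each gene, genes with 50 or more UMIs had 2.48 ± 0.299 types (SD, n = 43) and genes with at most 20 had 2.82 ± 0.337, a difference of −0.336 (permutation test, two-sided, p = 1e-05, the smallest that 100,000 resamples can give), with the higher genes above in 3 of 43.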

To validate this hypothesis, we randomly selected 3 highly expressed genes (CPM > 100) and 3 lowly expressed genes (CPM < 10) in mESC to confirm their isoform diversity by reverse transcription and PCR (RT-PCR). Although there were more types of isoforms revealed by RT-PCR than the sequencing results, the highly expressed genes still showed higher isoform diversity (S2F Fig). We then assessed the isoform dominant level in each gene expressing multiple types of isoforms by calculating the ratio of the UMI number of the major isoform to the total UMI number of the corresponding gene. 

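The major isoform share is the share of a gene's isoform UMIs on its most abundant isoform, as the median over genes with more than 5 UMIs and 2 or more isoforms in a cell, averaged over the cells of an embryo. It was 55.0 ± 2.39% (SD, n = 10) in oocytes, 54.4 ± 2.12% (SD, n = 9) in zygotes, 52.0 ± 3.88% (SD, n = 5) in E2C. It was 61.3 ± 2.85% (SD, n = 6) in L2C, 69.1 ± 3.39% (SD, n = 5) in 4-cell, 70.5 ± 2.86% (SD, n = 4) in 8-cell and 70.6 ± 5.71% (SD, n = 4) in 16-cell embryos. Oocytes and zygotes were at 54.7 ± 2.23% against 64.1 ± 8.09% in the later embryos, a difference of −9.37 points (permutation test, two-sided, p = 4e-05, adjusted p = 8.00e-05), and it was −9.81, −10.8 and −8.19 with oocytes and zygotes of run 1, run 2 or run 3 alone. Zygotes and E2C did not differ past the threshold (2.37 points, exact permutation test, two-sided, p = 0.164). Thinning cells to 5000 UMIs moved the difference between oocytes and zygotes and the later embryos most, to −3.66 points (permutation p = 0.0102), and with 6 UMIs drawn from each gene (as the mean over genes) it was −5.32 points. At 6 UMIs per gene the share was 59.3 ± 1.16% in oocytes, 56.7 ± 2.18% in E2C, 62.5 ± 1.69% in L2C and 69.0 ± 4.27% in 16-cell embryos.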

The major isoform ratios increased from early to late embryonic stages, especially after the ZGA process (S2G Fig). In comparison, the major isoforms accounted for 90% of most genes in mESCs, indicating a dominant isoform expression pattern and less isoform diversity in these cells.

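In the 5 mESCs the median major isoform share of genes with 2 or more isoforms was 81.25%, with a range of 78.9 to 83.3%. With genes of 1 isoform included the median was 87.5% (86.6 to 90.0%), and with at least 20 UMIs per gene 87.0% (85.1 to 88.9%). The highest embryo from oocyte to 16-cell was at 75.8%, and no test was made because the mESCs name no replicate. From the share taken by the major isoform, the paper reasons that mESCs express mainly 1 dominant isoform per gene and have a less diverse set of isoforms.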

### Large abundance of 3-prime partial transcripts are observed in mouse oocytes and zygotes

Based on the putative integrity of corresponding open reading frames (ORFs), the transcripts were categorized into 5 types: complete isoforms encoding the full ORFs, 3-prime partial transcripts and 5-prime partial transcripts lacking the stop codon and start codon sections respectively, internal transcripts predicted with proteins lacking both ends, and others where the detected ORF lengths in the isoforms were below the software-set threshold [36] (Fig 3A). When compared to the annotated transcription start site (TSS), the 5-prime partial transcripts exhibited the lowest overlap ratio with the CAGE peaks (S3A Fig), indicating that some of these transcripts might be generated by incomplete reverse transcription.

**Fig 3:**
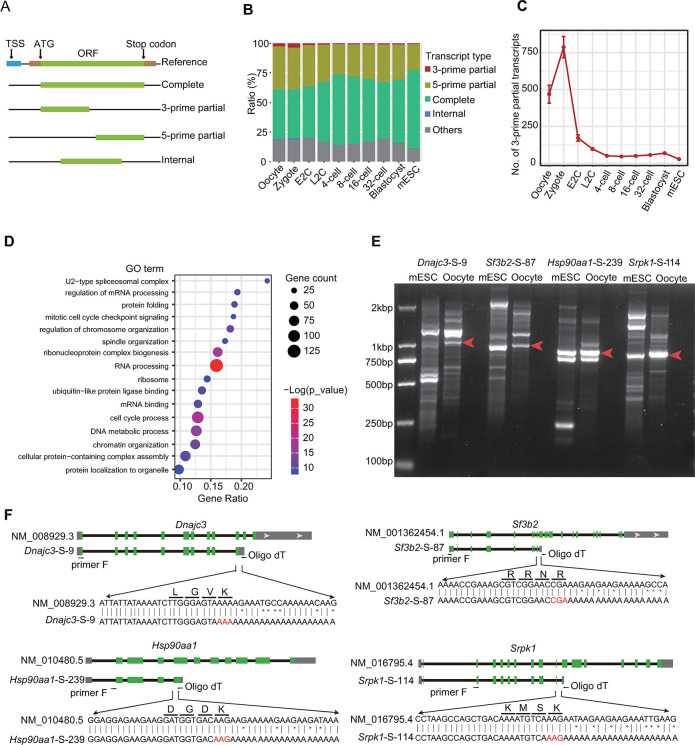
Expression patterns of different types of transcripts during mouse preimplantation embryo development. (A) Schematic diagram of different transcript types. (B) Ratios of each type of transcripts at different stages. The raw data for this plot is supplied in S3 Data. (C) Number of 3-prime partial transcripts detected at each stage. The raw data for this plot is supplied in S3 Data. (D) The GO analysis of 3-prime partial transcripts. The raw data for this plot is supplied in S3 Data. (E) Gel picture showing the isoforms by RT-PCR of *Dnajc3*, *Sf3b2*, *Hsp90aa1*, and *Sprk1* in mouse oocytes and mESCs. The raw image for this plot is supplied in S1 Raw Images. (F) Sanger sequencing of the candidate 3-prime partial transcripts in Fig 3E. GO, Gene Ontology; mESC, mouse embryonic stem cell.

As anticipated, the complete transcripts displayed the longest lengths, while the internal transcripts were the shortest (S3B Fig). However, the predicted protein length was similar for the 3 incomplete transcript types (S3C Fig). 

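The paper lists 1720 isoforms as 3-prime partial, in 1085 genes, and all 1720 are in the isoform table. Their 3-prime ends lay in a coding exon of the annotation (GENCODE, GRCm38) for 66.0% (1135 of 1720), against 1.34% (891 of 66292) of the other isoforms. A cell held 468.7 ± 191.5 of them (SD, n = 10) in oocytes, 787.3 ± 215.2 (SD, n = 9) in zygotes, 172.1 ± 39.4 (SD, n = 5) in E2C. The number was 92.3 ± 28.6 (SD, n = 6) in L2C, 48.3 ± 14.3 (SD, n = 5) in 4-cell, 44.3 ± 11.6 (SD, n = 4) in 8-cell and 43.5 ± 20.1 (SD, n = 4) in 16-cell embryos. As a share of the isoforms of a cell they were at 3.03 ± 1.11% (SD, n = 19) in oocytes and zygotes and at 0.948 ± 0.292% (SD, n = 24) from E2C to 16-cell, and as a share of isoform UMIs at 1.56 ± 0.751% and 0.744 ± 0.0937%. All 3 measures were higher in oocytes and zygotes (permutation tests, two-sided, p = 1e-05 for each, the smallest that 100,000 resamples can give; adjusted p = 2.29e-05). Zygotes were above E2C by 615.2 isoforms per cell (exact permutation test, two-sided, p = 4.995e-04), 2.19 points of isoforms (exact p = 0.0020) and 1.18 points of UMIs (exact p = 0.00799; adjusted p = 0.00852). Thinning cells to 5000 UMIs moved the number per cell most, with a difference between oocytes and zygotes and the later embryos of 36.5 in place of 536.0 isoforms. The share of UMIs differed between runs: oocytes had 1.58 ± 0.385% (SD, n = 5) in run 1 and 0.730 ± 0.0532% (SD, n = 4) in run 3 (exact permutation test, two-sided, p = 0.0159, adjusted p = 0.0529 over 30 comparisons of runs), and zygotes 2.32 ± 0.360% (SD, n = 4) and 1.13 ± 0.462% (SD, n = 3; exact p = 0.0286, adjusted p = 0.0536). The other 2 measures were lower in run 3 too, with the same p-values. The share of isoforms in run 1 and run 3 was 3.24 and 1.57% in oocytes and 4.29 and 2.38% in zygotes. The number per cell was 603 and 280.5 in oocytes and 867.75 and 529 in zygotes. With oocytes and zygotes of run 3 alone, the share of UMIs was 0.158 points above the later embryos and no longer past the threshold (permutation p = 0.0502), and the share of isoforms 0.969 points above. The difference in the share of UMIs was 1.16 points with run 1 alone and 1.29 points with run 2 alone. Downstream of 1030 of the ends that lie within exons, 41.4% of the 20 bases were A, against 32.5% at random positions of the same exons (permutation over 690 genes, two-sided, p = 1e-04, the smallest that 10000 sign changes can give).

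**Figure D2:**
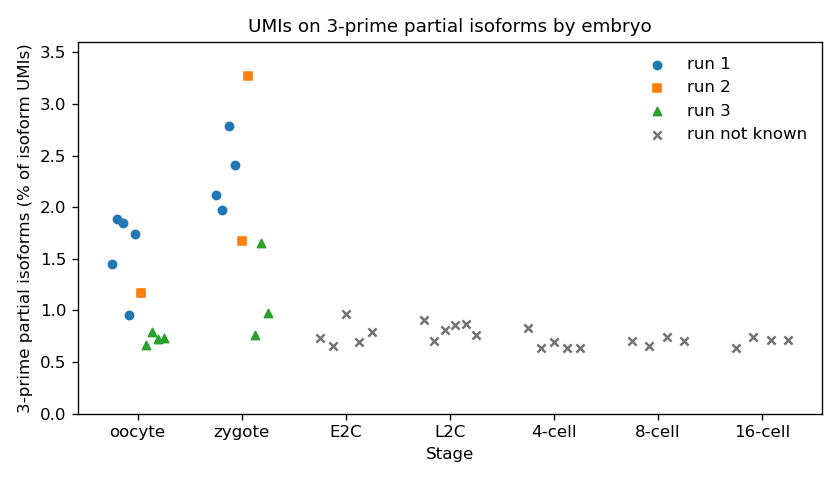
Share of isoform UMIs on 3-prime partial isoforms (y axis, %) by stage (x axis), 1 point per oocyte, zygote or embryo, with the symbol giving the sequencing run. Oocytes of run 3 lie between 0.665 and 0.795%, within the range of the later embryos, whose runs are not known, and zygotes of run 1 lie between 1.97 and 2.79%.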

Intriguingly, we observed that the 3-prime partial transcripts were highly expressed in oocyte and zygote, but their expression dramatically decreased from the E2C stage (Fig 3B and 3C). This expression pattern was also observed in the SCAN-seq data (S3D and S3E Fig). Subsequently, we conducted GO analysis on genes detected with 3-prime partial transcripts (S2 Table). These genes were enriched in pathways related to RNA processing, cell cycle checkpoint, ribonucleoprotein complex biogenesis, DNA metabolic process, chromatin organization, etc. (Fig 3D), all of which are known to play essential roles in mouse and human preimplantation embryo development [13,16,37–40].

We then selected some candidates to validate the enrichment of 3-prime partial transcripts. The host genes related to RNA processing (*Sf3b2*, *Srpk1*) and protein translation and transporting (*Dnajc3*, *Hsp90aa1*) were revealed by gel analysis of mouse oocyte RT-PCR products (Fig 3E). Furthermore, no stop codons were identified in these transcripts according to the Sanger sequencing results (Fig 3F).

### Expression of *Ncl* showed significantly isoform switch during embryonic development

The Nucleolin gene encodes NCL, which is involved in various cellular processes such as ribosome biogenesis, chromatin organization and stability, and DNA and RNA metabolism [41]. It also regulates totipotent genes expression with KAP1 and LINE1 [27,28]. 

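Ncl lies on the minus strand of chromosome 1, 86344719 to 86359400 (GRCm38), and its longest coding transcript has 14 exons. The isoform table lists 30 isoforms of the gene with 3051 UMIs in all, of which 7 are in the paper's list of 3-prime partial isoforms and hold 518 UMIs. PB.2391.71, the complete isoform, has 14 exons and 3003 bases, from 86350479 to 86359961, and 966 UMIs. PB.2391.350 has 7 exons and 1532 bases, from 86355027 to 86359591, ends in coding exon 7 and has 87 UMIs, 12 in oocytes and 75 in zygotes. PB.2391.369 ends at 86357095 in coding exon 3, has 1381 bases and 197 UMIs, 36 of them in oocytes and 155 in zygotes. PB.2391.366 ends in the same exon, and PB.2391.359 and PB.2391.363 in coding exon 4. Of the 20 bases downstream of their ends, 8 were A for PB.2391.363, 9 for PB.2391.366 and 7 for PB.2391.369. Summed over the 10 oocytes, PB.2391.71 had 21 UMIs and PB.2391.350 had 12.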

Isoform sequencing revealed that the *Ncl* gene encodes 6 isoform types, categorized based on the number of RNA recognition motifs (RRMs) they contain (Fig 4A). RT-PCR showed that the short isoform (*Ncl-S-350*) was more abundant than the complete isoform (*Ncl-FL-71*) in mouse oocyte (Fig 4B). The 2 of most enriched short isoforms were confirmed as 3-prime partial isoform by Sanger sequencing (Fig 4C). *Ncl* abundance was first down-regulated in the E2C stage and then increased from the L2C stage at the gene level (Fig 4D). 

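At the gene level Ncl was at 10.5 ± 6.95 copies per 100,000 (SD, n = 10) in oocytes, 30.2 ± 15.7 (SD, n = 9) in zygotes, 7.83 ± 1.91 (SD, n = 5) in E2C. Later it was at 25.6 ± 12.3 (SD, n = 6) in L2C, 54.8 ± 30.9 (SD, n = 5) in 4-cell, 79.9 ± 28.0 (SD, n = 4) in 8-cell and 78.1 ± 22.5 (SD, n = 4) in 16-cell embryos. The change from zygote to E2C was −1.67 on the log2 scale (standard error 0.332, limma adjusted p = 2.09e-04) and that from E2C to L2C 1.67 (standard error 0.457, adjusted p = 0.00145). With each E2C embryo left out in turn they stayed between −1.74 and −1.54 and between 1.54 and 1.74. The exact permutation tests gave p = 0.00699 (adjusted p = 0.0165 over 104 tests of Ncl and 4 other genes) and p = 0.0152 (adjusted p = 0.0309), both two-sided.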

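The isoforms of Ncl without an RNA recognition motif (PB.2391.359, PB.2391.363, PB.2391.366 and PB.2391.369 together) had 11.9 ± 12.8 copies per 100,000 (SD, n = 19) in oocytes and zygotes and 0.248 ± 0.458 (SD, n = 24) from E2C to 16-cell (permutation test, two-sided, p = 1e-05, the smallest that 100,000 resamples can give; adjusted p = 4.16e-05 over 104 tests). PB.2391.350, which holds 1 motif, had 2.59 ± 3.05 copies and, in the 102 cells from E2C to 16-cell, no UMI (permutation p = 1e-05, the smallest possible, two-sided), which allows up to 0.0988 copies per 100,000 (3 UMIs over the group, counting error only). From zygote to E2C, PB.2391.350 went from 4.58 ± 3.26 to 0 (exact permutation test, two-sided, p = 0.00699, adjusted p = 0.0165). All 3-prime partial isoforms together took 40.6% of the gene's isoform UMIs in oocytes, 66.4% in zygotes, 6.50% in E2C, 0% in L2C, 1.25% in 4-cell, 0.625% in 8-cell and 0.281% in 16-cell embryos (means over embryos). By run, without a test, their mean copies were 10.2 in oocytes of run 1 (3.84 to 25.7, n = 5), 5.50 in the oocyte of run 2 and 1.63 in those of run 3 (0.784 to 2.72, n = 4). In zygotes they were 24.9 (18.4 to 36.9, n = 4), 34.4 (15.4 to 53.5, n = 2) and 20.9 (3.83 to 51.3, n = 3), ranges that overlap. The share of the gene's isoforms changed from zygote to E2C with a gene-level adjusted p of 5.34e-05 (limma), and with 0.400 by edgeR's diffSpliceDGE.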

The 2 categories of short *Ncl* isoforms were highly expressed in oocytes and zygotes and then almost disappeared. Conversely, the complete *Ncl* isoform showed lower expression in maternal RNA and was largely up-regulated after ZGA (Fig 4D). 

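PB.2391.71 had 1.72 ± 0.921 copies per 100,000 (SD, n = 19) in oocytes and zygotes and 25.1 ± 26.2 (SD, n = 19) from L2C to 16-cell (permutation test, two-sided, p = 1e-05, the smallest that 100,000 resamples can give; adjusted p = 4.16e-05). In E2C it had 0.819 ± 0.793 (SD, n = 5) and in L2C 5.47 ± 5.30 (SD, n = 6), a log2 fold change of 1.75 (standard error 0.633, limma adjusted p = 0.0270), which the exact permutation test did not place past the threshold (p = 0.0584, adjusted p = 0.0941, two-sided). This step rests in part on single embryos. Without E2C embryo 2 the log2 fold change was 1.57 and without E2C embryo 3 it was 1.52, and in neither case was it called. From zygote to E2C the change was −0.73 (standard error 0.478, adjusted p = 0.514). From the opposite course of the short and complete isoforms, the paper concludes that Ncl switches isoforms during ZGA, which a gene-level analysis would hide. The shares of the gene's isoforms did not change past the threshold between E2C and L2C (limma gene-level adjusted p = 0.701). Over the wider span they did for PB.2391.71. It took 13.1 ± 14.2% (SD, n = 19) of the gene's isoform UMIs in oocytes and zygotes and 34.4 ± 26.2% (SD, n = 19) from L2C to 16-cell (permutation test, two-sided, p = 0.00377, adjusted p = 0.0103).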

Our findings highlight the isoform switch of the *Ncl* gene during the ZGA process, which is masked in gene-level analysis.

**Fig 4:**
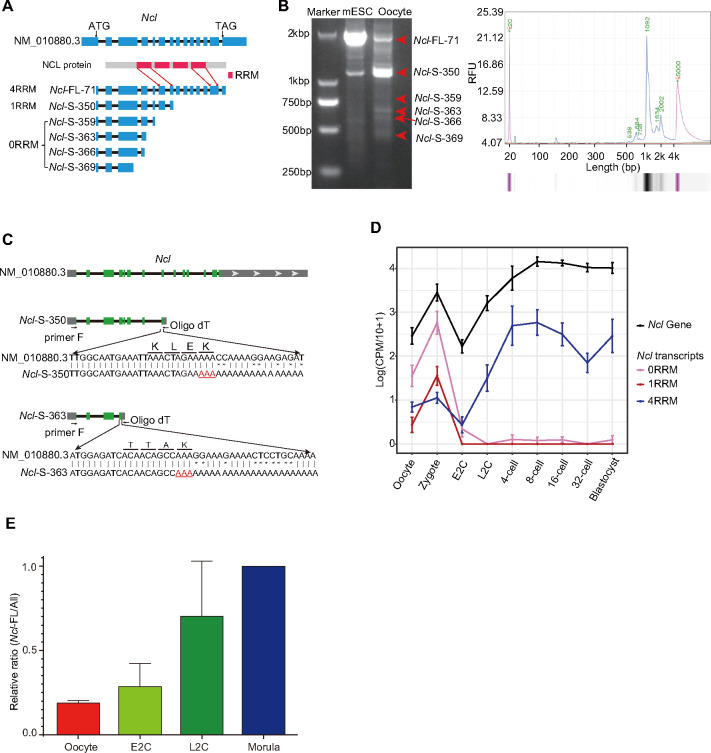
Isoform expression pattern of *Ncl* during mouse preimplantation embryonic development. (A) Schematic diagram of *Ncl* isoforms. (B) Gel picture (left) and Q-sep result (right) of *Ncl* RT-PCR products from mouse oocyte. The raw image for this plot is supplied in S1 Raw Images. (C) The Sanger sequencing results of the top 2 enriched short *Ncl* isoforms. (D) Expression levels of each category of *Ncl* isoforms and the *Ncl* gene at different stages. The raw data for this plot is supplied in S4 Data. (E) The relative ratios of *Ncl* full-length isoforms at different stages detected by RT-qPCR. The relative ratio of *Ncl*-FL/All in morula was set as 1.0. The morula had 1 sample, while other stages all had 3 replicates. The raw data for this plot is supplied in S4 Data.

To demonstrate this result, we performed reverse transcription and real-time quantitative PCR (RT–qPCR) using primers targeting all the *Ncl* isoform types or only the complete type, respectively, and calculated the relative percentages of the full-length isoform in different stages of mouse preimplantation embryos. As expected, less than 20% of the *Ncl* transcripts are complete in oocytes when we set the full-length relative ratio as 100% at the morula stage (Fig 4E). This result confirmed the dynamic isoform switch during embryo development in vivo.

### TEs are dynamically activated during embryonic development

Due to the repetitive and interspersed features of TE sequences and their transcripts, TGS-based sequencing is more suitable for TE research [42,43]. Our long-read and highly accurate results can help us investigate TE expression at specific loci. TE expression was quantified in each single cell. Generally, the amount of TE RNAs belonging to different super-families decreased along embryonic stages (Fig 5A). Although maternal RNA contains the largest pool of TE elements, zygotes were detected with more TE RNA copies, suggesting TE as an important regulator to promote minor ZGA (Fig 5A). Additionally, TE expression elevated from 32-cell to blastocyst stage, indicating that TEs play a role in embryonic pluripotent stem cells. Our single-cell direct isoform sequencing data enabled mapping the TE reads to specific loci confidently, and we also calculated the number of expressed TE loci at each stage. Hundreds of TE loci were transiently transcribed at the zygote stage, further supporting the deduction that TEs regulate minor ZGA (Fig 5B). More active TE loci were detected in blastocysts than morulae, also indicating the important role of TEs in embryonic pluripotent stem cells (Fig 5B).

**Fig 5:**
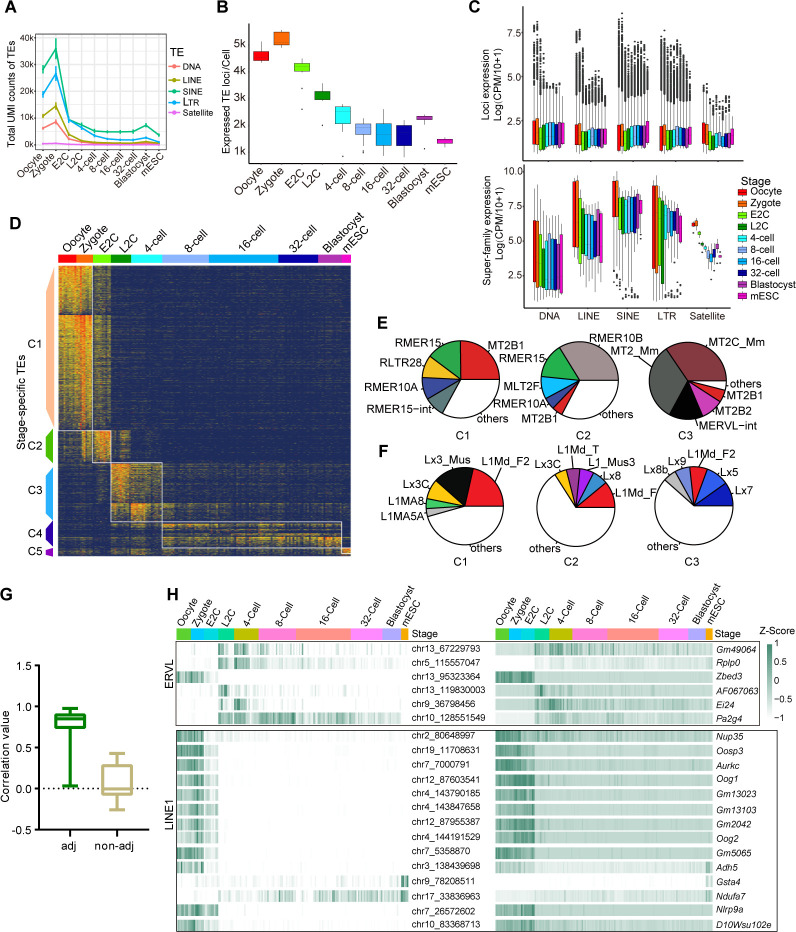
Dynamic expression patterns of TEs during mouse preimplantation embryo development. (A) UMI counts of each TE superfamily detected in single cells at each stage. The raw data for this plot is supplied in S5 Data. (B) Number of expressed TE loci per cell at each stage. The raw data for this plot is supplied in S5 Data. (C) Expression level of each TE locus (upper panel) and all TE counts (lower panel) belonging to different classes in each stage, satellite was also included. Each dot represents a cell. Only active loci in each cell were calculated. The raw data for this plot is supplied in S5 Data. (D) Expression heatmap of stage specific TEs (*n* = 3,894 unique loci). The TEs were ordered by their averaged expression levels within each stage (also see S3 Table). The raw data for this plot is supplied in S5 Data. (E) The top5 subfamilies of ERVL expressed in clusters C1–C3 in Fig 5D. (F) The top5 subfamilies of LINE1 expressed in clusters C1–C3 in Fig 5D. (G) Correlation values between expression levels of representative stage-specific LINE1 and ERVL loci (averaged UMI counts >5) and their adjacent genes (<10 kb distance). Non-adjacent genes are defined as genes over 1 Mb away from the TE loci. The raw data for this plot is supplied in S5 Data. (H) Heatmap showing examples of consistent expressions between specific TE loci and their adjacent genes along developmental stages. The raw data for this plot is supplied in S5 Data. LINE, long interspersed element; TE, transposable element.

We further calculated the TE expression level according to total reads or single locus mapped reads belonging to each TE superfamily in each single cell (Fig 5C). In both calculation ways, the oocyte and zygote were detected with higher expression levels. However, more different expression patterns were observed between total TE superfamily expression and individual TE locus expression. For example, LINE was slightly down-regulated from E2C to 32-cell stage when looking at the superfamily, but the transcription level at each locus was up-regulated. Differently, the total LTR expression transiently increased at L2C stage, but each locus was detected with lower expression level (Fig 5C). These differences still exist when calculating in each TE family (S4A and S4B Fig). The ERVL, which has been proven to be associated with totipotent genes’ activation [18,25,26], is indeed the highest expressed in L2C samples. However, each active ERVL site in the L2C genome did not express the most copies of corresponding RNAs. This indicates that more ERVL sites are transiently active to regulate a large scale of major ZGA genes at L2C stage (S4A and S4B Fig). Gaining information on locus-specific TE expression may help us to gain a deeper understanding of how TEs regulate different developmental processes.

To study the role of specific TEs at distinct locations, not categorized in a family or subfamily, in regulating preimplantation embryo development, we sought out TE loci with stage-specific expression patterns. We identified a total of 3,894 TE loci, which could be classified into 5 clusters based on their expression patterns across all embryonic stages (Fig 5D and S3 Table). Specifically, Cluster 1 (C1) TEs exhibited higher expression in oocytes and zygotes. Cluster 2 (C2) TEs were predominantly expressed in the E2C stage. Cluster 3 (C3) and Cluster 4 (C4) TEs showed high expression in the L2C to 4-cell stages and 8-cell to blastocyst stages, respectively. The mESC-specific TEs were grouped in Cluster 5 (C5).

Subsequently, we explored the involvement of ERVL and LINE1 subfamilies in the MZT process and later stage development [18,25–27] (Figs 5E, 5F, S4C and S4D). As anticipated, MERVL-int and MT2_mm, which only contain the LTR promoter of MERVL element, were the primary active MERVL subtypes in C3, a stage during which major totipotent genes are expressed [19,44] (Fig 5E). Conversely, MT2B1 was the most active subtype in the maternal genome. The LINE1 superfamily has been reported to silence totipotent genes such as *Dux* [27]. In our data, Lx7 emerged as the most active LINE1 subfamily since the L2C stage (Figs 5F and S4D).

A TE subfamily consists of hundreds to thousands of TE copies from different loci, and these copies are transcribed independently. We observed diverse activation of different TE copies even within the same subfamily (S5A and S5B Fig). For example, although MERVL-int and MT2_mm participate in ZGA, some copies from chromosome 1 and chromosome 5 were exclusively active in the maternal genome (S5A Fig). Most of the LINE1 copies belonging to different subfamilies were actively transcribed in oocytes, but more Lx7 copies became active only after the E2C stage (S5B Fig). The expression level of TE loci showed a notably higher correlation with that of adjacent genes (Fig 5G). We observed consistent expression of specific LINE1 and ERVL loci with adjacent genes, indicating common active regulations for different TE families (Fig 5H). As TEs can function as transcriptional regulatory elements such as enhancers, detecting locus-specific TE expression provides more insights into understanding the regulatory mechanism of preimplantation embryo development [45].

## Discussion

Single-cell sequencing has significantly advanced our research in preimplantation embryo development. We have identified genes, isoforms, and TE elements that are specific to different developmental stages, revealing a rich diversity of isoforms in the maternal contents. By modifying the HIT-scISO-seq to a low-throughput method, we were able to track cells from the same embryo during the experiment. This single-cell approach not only illustrated differences across developmental stages but also highlighted cell heterogeneity within a specific stage, allowing for the evaluation of fate differentiation of blastomeres within an embryo.

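Cells of 1 embryo were compared by Pearson's r across all genes or isoforms on log2(CPM + 1), as the mean over the pairs of cells of an embryo. Over genes r was 0.792 in E2C (n = 5 embryos), 0.773 in L2C (n = 5 with more than 1 cell), 0.666 in 4-cell (n = 5), 0.692 in 8-cell (n = 4) and 0.665 in 16-cell embryos (n = 4). The 10 embryos of the 2-cell stages had 0.782 ± 0.0248 (SD, n = 10) and the 13 embryos from 4-cell to 16-cell 0.674 ± 0.0691 (SD, n = 13; permutation test, two-sided, p = 6e-05). Over isoforms the values were 0.505 ± 0.0248 and 0.493 ± 0.0559, a difference within the spread (permutation p = 0.559, two-sided), and on untransformed values 0.968 ± 0.00868 and 0.911 ± 0.0431 (permutation p = 1.6e-04, chosen after the data were seen). Depth moved the comparison most. With each cell thinned to 5000 UMIs the sign changed, to −0.0424 over genes (permutation p = 1.6e-04) and −0.0627 over isoforms (permutation p = 2e-05), both two-sided, with 12 embryos left in the later group. The runs of these embryos are not known, so no value within a run was computed.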

The 2 blastomeres in the 2-cell embryo showed high consistency in both gene and isoform expression levels, but became increasingly different from each other from the 4-cell stage (S5C and S5D Fig), that fate divergence could be revealed at the 4-cell stage on the transcriptional level. 

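Between cells of different embryos of a stage, mean r over genes on log2(CPM + 1) was 0.879 in oocytes (45 pairs), 0.881 in zygotes (36 pairs), 0.780 in E2C, 0.722 in L2C, 0.650 in 4-cell, 0.678 in 8-cell and 0.635 in 16-cell blastomeres. Over isoforms it was 0.639, 0.643, 0.485, 0.451, 0.438, 0.482 and 0.443 in the same order. On untransformed gene values it was 0.968 in oocytes, 0.926 in zygotes, 0.941 in E2C, 0.922 in L2C, 0.854 in 4-cell, 0.832 in 8-cell and 0.835 in 16-cell blastomeres. With cells thinned to 5000 UMIs it was 0.516, 0.473, 0.464, 0.429, 0.460, 0.508 and 0.484 over genes on log2(CPM + 1), and 0.384, 0.371, 0.331, 0.335, 0.369, 0.402 and 0.382 over isoforms, from oocyte to 16-cell, so at equal depth it fell from oocyte to L2C over genes and from oocyte to E2C over isoforms, and was higher again at the 4-cell to 16-cell stages. Pairs share cells and are not independent.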

When comparing the heterogeneity between cells from different embryos at the same stage, the correlation values also decreased along with developmental stages. 

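Among the 9 zygotes, mean r over genes was 0.893 in the 10 pairs of the same sequencing run and 0.877 in the 26 pairs of different runs (permutation of the run labels, two-sided, p = 0.0021). On untransformed values it was 0.973 and 0.909 (permutation p = 0.0032). The 10 oocytes gave 0.885 in 16 pairs of the same run and 0.876 in 29 pairs of different runs (permutation p = 0.0030), and 0.986 and 0.958 on untransformed values (permutation p = 9e-04). With cells thinned to 5000 UMIs the difference was 0.0174 in zygotes (permutation p = 8e-04) and 0.00593 in oocytes (permutation p = 0.0925).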

The decreased cell–cell correlation at the zygote stage likely resulted from batch effects of different embryo replicates. However, the low-throughput approach, affected by the low-throughput and high cost of TGS, also makes it difficult to obtain a large sample size, especially since the cells collected in the blastocyst stage are insufficient to illustrate intra-embryo heterogeneity. We believe that future studies using high-throughput approaches are more powerful in fully specifying the transcript regulations in cell fate specification at the blastocyst stage.

TGS-based isoform sequencing, at the bulk or single-cell level, has annotated an abundance of novel transcripts and splicing events in preimplantation embryos [4,17,22]. However, it remains unclear how different types of isoforms regulate the developmental process. In the present study, by dividing the transcripts into subtypes according to their coding characteristics, we found a large number of 3-prime partial transcripts, which lack stop codons, in mouse MII oocyte and zygote (Fig 3B, 3C and 3E). This type of transcript has been extensively studied in cancer and is considered an oncogenic factor [46]. In early embryos, these transcripts might be important for the MZT process, as the host genes are highly enriched in biological processes responsible for mouse and human preimplantation embryo development (Fig 3D). Further studies are needed to resolve the generation and function of these transcripts.

TEs are the main components of the mammalian genome. However, their biological function is still largely unclear, and most of them were previously regarded as parasites or “junk DNA” [27]. Although some TE classes have been investigated in preimplantation embryos, previous studies almost exclusively used NGS-based analysis, only revealing the TEs at the subfamily level [22,27,47,48]. Our long-read direct isoform sequencing directly quantifies the TE transcription from different loci (Figs 5 and S3). Our data displays more detailed TE expression dynamics, which helps us to investigate these genome “dark matters” in more detail.

TEs had been reported to regulate gene expression by different ways. For example, LINE1 has the ability to increase the chromatin accessibility [21,27,49], while MERVL and MT2_mm can derive totipotent gene expression in 2-cell and 4-cell embryo [18,25,26]. Therefore, exploring how dynamic expression of locus-specific TEs regulates gene expression requires further investigation. On the other hand, abnormal expression of TEs in most differentiated tissues is harmful to humans. For instance, LINE1 overexpression is highly related to cancers such as gastric cancer and lung squamous cell carcinoma [50–52]. HERVK overexpression is related to aging in mouse, monkey, and human [53]. Therefore, measuring TE expression at the locus-specific level offers a new way to decode the mechanisms in various human diseases.

Beyond just TE expression, several studies have identified transcript isoforms where TEs are used as alternative promoters for gene expression [18,54–57]. We also attempted to find TE chimeric transcripts in the mouse preimplantation embryos. A total of 6,143 TE chimeric transcripts were identified, with over 80% only detected in 1 cell with 1 copy (S4 Table). One reason could be the low expression levels of these transcripts. Considering the limited sequencing depth from the TGS in this study, it is difficult to fully detect these transcripts. Another reason might be the current bioinformatic methods, which are not suitable for analyzing the TE chimeric transcripts. As the recent study by Berrens and colleagues [22] also captured quite a limited number of TE-derived isoforms in each cell (approximately 200 for the mouse 2-cell sample and approximately 20 for human iPSCs). The increase of TGS throughput and the development of bioinformatics would help us to further explore on such interesting regulations.

## Materials and methods

### Ethics statement

All animal experiments were performed according to the guidelines of the Institutional Animal Care and the Ethics Committee of the Guangzhou Institutes of Biomedicine and Health (Guangzhou, China). The research license number is IACUC2020113.

### Animals and single blastomere collection

We used 6- to 8-week-old C57BL/6J female mice and DBA/2NCrl male mice in the experiment. The female mice were first injected with 7.5 IU of pregnant mare’s serum gonadotropin (PMSG) (Ningbo SanSheng Biological Technology, Cat. 110044564) and with 7.5 IU of human chorionic gonadotropin (hCG) (Ningbo SanSheng Biological Technology, Cat. 50030248) after 46 to 48 h injected. After mating, the embryos of each stage were collected at defined time periods after hCG administration [58]: 20 h (MII oocyte, no mating), 22 to 24 h (zygote), 30 to 32 h (early 2cell), 46 to 48 h (late 2cell), 54 to 56 h (4cell), 68 to 70 h (8-cell), 78 to 80 h (16cell to 32cell), and 88 to 90 h (early blastocyst). All animal experiments were performed according to the guidelines of the Guangzhou Institutes of Biomedicine and Health (Guangzhou, China). Collection of single blastomeres at each stage was carried out as previously described [4].

### Single-cell cDNA amplification and TGS library construction for PacBio sequencing

We used the same amplification procedure as SCAN-seq [4], except for changing the reverse transcription primer with a 10× gel bead for each reaction for the embryonic samples. Then, each pre-amplification product was purified by 0.6× Ampure XP beads (Beckman, Cat. A63882). The concentration was measured using Qubit dsDNA HS and BR Assay Kits (Invitrogen, Cat. Q32854). The PCR product from about 60 blastomeres which were confirmed of effective amplification were pooled together in proportion to the number of amplified cycles. We took 100 ng of the pooled cDNA to build PacBio sequencing library following the protocol of HIT-scISOseq [6] and sequenced for 1 cell with HiFi mode.

### Cell barcode sequence identification by Sanger sequencing

About 2 ng of the pre-amplified cDNA of each cell was further amplified using 2 × Taq Plus Master Mix (Vazyme, Cat. P212), and then cloned into T vector (Transgen, Cat. CT111-01). Next, the ligated plasmid transferred into *Trans5α* chemically competent cell (Transgen, Cat. CD201-01) by heat shock. The M13 primer were used to identify positive clones inserted with cDNA fragments. Single clones of bacteria were collected for Sanger sequencing to identify the barcode sequence of each cell.

### Mouse ES cell culture

Mouse E14 Tg2A (E14) ES cells (male) were used for all experiments. The mESCs were cultured on 0.1% gelatin-coated plates in ES-FBS culture medium as previously described [27].

### Validation of the 3-prime partial transcripts

The oocytes or the mESCs RNA were reverse transcription using oligo-dT primer (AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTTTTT). Then, the anchor sequence of oligo-dT primer and a primer located in the start codon of the interested gene (*Ncl*: ATGGTGAAGCTCGCAAAGGC; *Dnajc3*: ATGGTGGCCCCCGGCTCGGTG; *Sf3b2*: ATGGCGGCGGAGCATCCCGAACCT; *Hsp90aa1*: ATGCCTGAGGAAACCCAGACCCA; *Srpk1*: ATGGAGCGGAAAGTGCTCGCGCT) were used to amplify all isoforms containing the 5′ sites. The PCR products were first checked on 1.5% agarose gel. The candidate gel bands were recovered and the sequences were confirmed by Sanger sequencing.

### Validation isoform diversity of highly and lower expressed genes

The mESCs RNA were reverse transcription using oligo-dT primer as previous mentioned. Then, the forward primer that could distinguish most diverse isoforms was used to amplification target genes (*Srsf7*: ATGTCACGCTACGGGCGGTA; *Rps5*: CTGTCTGTATCAGGGCGGCG; *Rps19*: TTTCCCCTGGCTGGCAGCGC; *Plp2*: ATGGCGGATTCTGAGCGTCT; *Mrps6*: ATGCCCCGCTACGAGTTGGC; *Ss18l2*: ATGTCTGTCATCTTCGCTCCTG). All the reverse primer used was oligo-dT. The PCR products were checked on 1.5% agarose gel.

### Single-cell isoform sequencing data processing

We used stand-alone versions of SMRT-Link (version 8.0.0.80529) software package to transform raw Subreads to Calling Circular Consensus Sequencing (CCS) reads with the following parameters: “—min-passes 0—min-length 50—max-length 21000—min-rq 0.75.” After CCS calling, we used HIT-scISOseq analysis software kit scISA-Tools (https://github.com/shizhuoxing/scISA-Tools) for Full-Length Non-Concatemer (FLNC) reads identification, cell barcode and UMI extraction and correction.

### Alignment and generation of single-cell gene expression matrix

After trimming the primers, cell barcodes, UMIs, and polyA tails, the remaining FLNC sequences were aligned to mouse genome (10x Genomics pre-build mouse mm10 reference dataset: refdata-gex-mm10-2020-A) using minimap2 (version 2.17-r974-dirty) in spliced alignment mode with the following parameters: “-ax splice -uf—secondary = no -C5.” Then, we used gffcompare (version 0.11.6) to assign the mapped FLNCs to mm10 annotation gene models (10x Genomics pre-build mouse mm10 reference dataset: refdata-gex-mm10-2020-A) base on FLNCs genome alignment SAM file. Next, based on the identified cell barcodes, we used scGene_matrix utility of scISA-Tools to generate the single-cell gene expression matrix. The expression values were normalized as copy number per 100,000 mapped reads (CPM/10).

### SIRV data evaluation

The FLNC reads were aligned to the SIRVome using minimap2 (version 2.17-r974-dirty) with the following parameters: “-ax splice -uf—MD—sam-hit-only.” We only annotated the reads with assigned barcodes and valid UMIs. Then, we used gffcompare (version 0.11.6) to assign the mapped FLNCs to SIRVome annotation GTF (SIRV-Set4) base on FLNCs SIRVome alignment SAM file. A confusion matrix was generated with the counts of FLNCs assigned to the primary SIRV isoforms or not using an in-house script.

### Nonredundant isoforms classification and quality assessment

First, the “collapse_isoforms_by_sam.py” python script in cDNA_Cupcake software package (https://github.com/Magdoll/cDNA_Cupcake) was used to collapse mapped FLNCs to nonredundant isoforms with parameters: “—dun-merge-5-shorter.” After that, we used SQANTI3 (https://github.com/ConesaLab/SQANTI3). To assess whether transcripts are within known TSSs, we aligned them using the CAGE peak data (mouse.refTSS_v3.1.mm10.bed) provided with the “—CAGE_peak” parameter in SQANTI3. We further used SQANTI3 “RulesFilter” script to filtered artifact isoforms. Isoforms which classified as FSM, ISM, NIC, and NNC were kept for downstream analysis.

### Isoform type classification by ORF prediction

After being processed with SQANTI3, the FASTA file of mapped genome sequences were extracted according to the SQANTI3 output GTF file. Base on the FASTA file, we used TransDecoder (v5.5.0) for ORF extraction and prediction. For those predicted with multiple ORFs, the longest ones were selected as the representative ORF. TransDecoder assigns each detected isoform as one of 4 types based on whether then contains the start and stop codon of the reference ORF: complete, 5-prime partial, 3-prime partial, and internal. Additionally, we assigned the isoforms that did not mapped to an ORF region by TransDecoder as others.

### Generation of single-cell isoform expression matrix

After the SQANTI3 procedure, the scIsoform_matrix utility of scISA-Tools was used to generate single-cell isoform expression matrix based on the identified cell barcodes. We further filtered isoforms detected in less than 5 cells and finally 68,012 isoforms in the mouse embryonic samples were preserved.

### PCA analysis based on gene and isoform expression

Before PCA dimensionality reduction, we used “FindVariableGenes()” function in Seurat R package to select the top 1,000 highly variable genes and isoforms, respectively. Then, the “PCA()” function in FactoMineR was used for dimension reduction process and we used the function “fviz_pca_ind()” in factoextra R package to plot the PCA map.

### Stage-specific genes and isoforms

Based on the gene expression matrix and isoform expression matrix, respectively, we used “edgeR” to find differentially expressed genes/transcripts between each pair of adjacent embryonic stages under the criterion of logFC>1 and *p*-value <0.01. A total of 3,867 and 6,819 stage-specific genes and transcripts were identified, respectively. These genes and transcripts were clustered into 6 groups according to their expression patterns across all stages. Visualization of these genes’ and transcripts’ expression was done using R package “pheatmap.”

### SCAN-seq data processing

We downloaded the SCAN-seq data available from the Sequence Read Archive (SRA) database (accession number: PRJNA616184). Following the described data processing steps of SCAN-seq. Briefly, nanoplexer (https://github.com/hanyue36/nanoplexer/) was used to demultiplex barcode for each cell in the library, and nanofilt (v2.5.0) was used for filtering low-quality reads (qscore <7) and short reads (length <100 bp), then Pychopper (v2.3) (https://github.com/nanoporetech/pychopper) was used to extract full-length reads.

After obtaining the full-length reads, we generated the gene expression matrix and isoform expression matrix using the same procedure as we did for HIT-scISOseq data.

### Isoform switch analysis

Based on the isoform expression matrix, we used “IsoformSwitchAnalyzeR” to identify switch isoforms between each pair of adjacent embryonic stages under the criterion of isoform_switch_q_value<0.05 and gene_switch_q_value<0.01.

### TE expression analysis

To quantify TE at the locus level, we first aligned all FLNC (full-length non-chimeric) reads to the mm10 genome. Based on the TE annotation file obtained from UCSC (http://hgdownload.soe.ucsc.edu/goldenPath/mm10/database/rmsk.txt.gz), we calculated the overlap between each uniquely aligned FLNC read and TE loci. Subsequently, we applied filtering criteria: the starting or ending position of FLNC alignment to the genome must fall within an overlapping TE locus, and only the TE locus with the longest overlap length was considered for quantitative counting of the same FLNC.

Following the above steps, we performed aggregate counting based on the cell barcode sequences corresponding to each FLNC, enabling us to obtain quantitative expression measurements of TE loci at the single-cell level.

To quantify the expression of TE-associated chimeric transcripts, we developed an in-house script. Firstly, this script extracts the chimeric alignments from FLNC. Secondly, it employs a method to identify TE sites that overlap with FLNC, as described in the unique TE mapping method above. Thirdly, we align the chimeric-mapped FLNC with the protein-coding gene positions from the reference annotation, aggregate these alignment results, and thus determine the expression quantification (UMI counts) of protein-coding genes linked to each TE locus.

## Supporting information

S1 Fig Isoform switch caused functional/structural changes of genes. Expression pattern of gene isoforms which showed switch during preimplantation embryo development. The exact functional/structural domains predicted in each isoform are annotated based on the CATH database (http://cathdb.info/search/by_sequence).
(EPS)

S2 Fig Relationship between gene and isoform expression. (A, B) The ratios of genes detected with different numbers of isoform types for each stage of mouse embryos and mESCs in this study (A) and SCAN-seq data (B). The raw data for these 2 plots are supplied in S6 Data. (C) The ratios of genes detected with different numbers of isoform types for full oocyte, 1/2 oocyte, and 1/4 oocyte. The raw data for this plot is supplied in S2 Data. (D, E) Expression levels of genes detected with different numbers of isoform types for each stage of mouse embryos and mESCs in this study (D) and SCAN-seq data (E). The raw data for these 2 plots are supplied in S6 Data. (F) Gel view of cDNA amplification products of each gene. *Srsf7*, *Rps5*, and *Rps19* are examples of highly expressed genes (CPM >100) and *Plp2*, *Mrps6*, and *Ssl8l2* are lowly expressed genes (CPM <10). The raw image for this plot is supplied in S1 Raw Images. (G) Density plot showing the proportion of the major isoforms in genes expressing multiple isoform types. Only genes detected with UMI counts over 5 were included. The raw data for this plot is supplied in S6 Data.
(TIF)

S3 Fig The characteristics of different types of transcripts. (A) Ratios of the transcripts overlapped with annotated TSS. Transcripts with the 5-terminal locating within 200 bp of the CAGE peaks are regarded as overlapped transcripts. The raw data for this plot is supplied in S7 Data. (B) Length distribution of different types of transcripts. The raw data for this plot is supplied in S7 Data. (C) Relative length of the predicted protein to the complete reference ORF of each type of transcript. The raw data for this plot is supplied in S7 Data. (D) Ratios of each type of transcript at different stages calculated using SCAN-seq data. The raw data for this plot is supplied in S7 Data. (E) Expression level of the 3-prime partial transcripts detected at each stage in SCAN-seq data. The raw data for this plot is supplied in S7 Data.
(EPS)

S4 Fig Characteristics of TE expression during preimplantation embryo development. (A) Expression level of all TE counts belonging to different families in each stage. Each dot represents a cell. The raw data for this plot is supplied in S5 Data. Expression level of each TE locus (lower panel) belonging to different families in each stage. Only active loci in each cell were calculated. Each dot represents a cell. The raw data for this plot is supplied in S5 Data. (B) The top 5 subfamilies of ERVL expressed in clusters C4–C5 in Fig 5E. (C) The top 5 subfamilies of LINE1 expressed in clusters C4–C5 in Fig 5F.
(EPS)

S5 Fig The loci expression of TEs and cell heterogeneity along developmental stages. (A) The loci expression of stage specific TEs (mean expression >1 log count across all cells) belonging to ERVL family. The raw data for this plot is supplied in S8 Data. (B) The loci expression of stage specific TEs (mean expression >1 log count across all cells) belonging to LINE1 family. The raw data for this plot is supplied in S8 Data. (C) Correlation coefficients of blastomeres within the same embryos or different embryos at the same stage base on gene expression data. The raw data for this plot is supplied in S8 Data. (D) Correlation coefficients of blastomeres within the same embryos or different embryos at the same stage base on isoform expression data. The raw data for this plot is supplied in S8 Data.
(EPS)

S1 Table The list of stage-specific genes and stage-specific isoforms.

S2 Table The expression matrix of 3-prime partial transcripts.

S3 Table The expression matrix of TE loci.

S4 Table The list of TE chimeric genes.

S1 Raw Images Raw images.

S1 Data Raw data for Fig 1.

S2 Data Raw data for Fig 2.

S3 Data Raw data for Fig 3.

S4 Data Raw data for Fig 4.

S5 Data Raw data for Figs 5 and S4.

S6 Data Raw data for S2 Fig.

S7 Data Raw data for S3 Fig.

S8 Data Raw data for S5 Fig.

## Abbreviations

CCS: circular consensus sequencing
E2C: early 2-cell
GO: Gene Ontology
hCG: human chorionic gonadotropin
L2C: Late 2-cell
LINE: long interspersed element
LTR: long terminal repeat
mESC: mouse embryonic stem cell
MZT: maternal to zygote transition
ORF: open reading frame
PCA: principal component analysis
PMSG: pregnant mare’s serum gonadotropin
RRM: RNA recognition motif
SINE: short interspersed element
SRA: Sequence Read Archive
TE: transposable element
TSS: transcription start site
ZGA: zygotic genome activation

## References

[1] LebrigandK, MagnoneV, BarbryP, WaldmannR. High throughput error corrected Nanopore single cell transcriptome sequencing. Nat Commun. 2020;11(1):4025. Epub 2020/08/14. doi: 10.1038/s41467-020-17800-6 ; PubMed Central PMCID: PMC7423900.32788667 PMC7423900

[2] JoglekarA, PrjibelskiA, MahfouzA, CollierP, LinS, SchluscheAK, et al. A spatially resolved brain region- and cell type-specific isoform atlas of the postnatal mouse brain. Nat Commun. 2021;12(1):463. Epub 2021/01/21. doi: 10.1038/s41467-020-20343-5 ; PubMed Central PMCID: PMC7815907.33469025 PMC7815907

[3] OguchiY, OzakiY, AbdelmoezMN, ShintakuH. NanoSINC-seq dissects the isoform diversity in subcellular compartments of single cells. Sci Adv. 2021;7(15):eabe0317. doi: 10.1126/sciadv.abe0317 33827812 PMC8026137

[4] FanX, TangD, LiaoY, LiP, ZhangY, WangM, et al. Single-cell RNA-seq analysis of mouse preimplantation embryos by third-generation sequencing. PLoS Biol. 2020;18(12):e3001017. Epub 2020/12/31. doi: 10.1371/journal.pbio.3001017 ; PubMed Central PMCID: PMC7773192.33378329 PMC7773192

[5] LebrigandK, BergenstråhleJ, ThraneK, MollbrinkA, MeletisK, BarbryP, et al. The spatial landscape of gene expression isoforms in tissue sections. Nucleic Acids Res. 2023;51(8):e47–e. doi: 10.1093/nar/gkad169 36928528 PMC10164556

[6] ShiZX, ChenZC, ZhongJY, HuKH, ZhengYF, ChenY, et al. High-throughput and high-accuracy single-cell RNA isoform analysis using PacBio circular consensus sequencing. Nat Commun. 2023;14(1):2631. Epub 2023/05/07. doi: 10.1038/s41467-023-38324-9 ; PubMed Central PMCID: PMC10164132.37149708 PMC10164132

[7] Al’KhafajiAM, SmithJT, GarimellaKV, BabadiM, PopicV, Sade-FeldmanM, et al. High-throughput RNA isoform sequencing using programmed cDNA concatenation. Nat Biotechnol. 2023. doi: 10.1038/s41587-023-01815-7 37291427 PMC12236355

[8] LiuZ, RobertsR, MercerTR, XuJ, SedlazeckFJ, TongW. Towards accurate and reliable resolution of structural variants for clinical diagnosis. Genome Biol. 2022;23(1):68. Epub 2022/03/05. doi: 10.1186/s13059-022-02636-8 ; PubMed Central PMCID: PMC8892125.35241127 PMC8892125

[9] LuH, GiordanoF, NingZ. Oxford Nanopore MinION Sequencing and Genome Assembly. Genomics Proteomics Bioinformatics. 2016;14(5):265–79. Epub 2016/10/31. doi: 10.1016/j.gpb.2016.05.004 ; PubMed Central PMCID: PMC5093776.27646134 PMC5093776

[10] XuY, ZhaoW, OlsonSD, PrabhakaraKS, ZhouX. Alternative splicing links histone modifications to stem cell fate decision. Genome Biol. 2018;19(1):133. Epub 2018/09/16. doi: 10.1186/s13059-018-1512-3 ; PubMed Central PMCID: PMC6138936.30217220 PMC6138936

[11] SalomonisN, SchlieveCR, PereiraL, WahlquistC, ColasA, ZambonAC, et al. Alternative splicing regulates mouse embryonic stem cell pluripotency and differentiation. Proc Natl Acad Sci U S A. 2010;107(23):10514–9. Epub 2010/05/26. doi: 10.1073/pnas.0912260107 ; PubMed Central PMCID: PMC2890851.20498046 PMC2890851

[12] RaoS, ZhenS, RoumiantsevS, McDonaldLT, YuanGC, OrkinSH. Differential roles of Sall4 isoforms in embryonic stem cell pluripotency. Mol Cell Biol. 2010;30(22):5364–80. Epub 2010/09/15. doi: 10.1128/MCB.00419-10 ; PubMed Central PMCID: PMC2976381.20837710 PMC2976381

[13] JukamD, ShariatiSAM, SkotheimJM. Zygotic Genome Activation in Vertebrates. Dev Cell. 2017;42(4):316–32. Epub 2017/08/23. doi: 10.1016/j.devcel.2017.07.026 ; PubMed Central PMCID: PMC5714289.28829942 PMC5714289

[14] TadrosW, LipshitzHD. The maternal-to-zygotic transition: a play in two acts. Development. 2009;136(18):3033–42. Epub 2009/08/25. doi: 10.1242/dev.033183 .19700615

[15] VastenhouwNL, CaoWX, LipshitzHD. The maternal-to-zygotic transition revisited. Development. 2019;146(11). Epub 2019/06/14. doi: 10.1242/dev.161471 .31189646

[16] ZhaoLW, ZhuYZ, WuYW, PiSB, ShenL, FanHY. Nuclear poly(A) binding protein 1 (PABPN1) mediates zygotic genome activation-dependent maternal mRNA clearance during mouse early embryonic development. Nucleic Acids Res. 2022;50(1):458–72. Epub 2021/12/15. doi: 10.1093/nar/gkab1213 ; PubMed Central PMCID: PMC8855302.34904664 PMC8855302

[17] QiaoY, RenC, HuangS, YuanJ, LiuX, FanJ, et al. High-resolution annotation of the mouse preimplantation embryo transcriptome using long-read sequencing. Nat Commun. 2020;11(1):2653. Epub 2020/05/29. doi: 10.1038/s41467-020-16444-w ; PubMed Central PMCID: PMC7253418.32461551 PMC7253418

[18] MacfarlanTS, GiffordWD, DriscollS, LettieriK, RoweHM, BonanomiD, et al. Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature. 2012;487(7405):57–63. Epub 2012/06/23. doi: 10.1038/nature11244 ; PubMed Central PMCID: PMC3395470.PMC339547022722858

[19] YangM, YuH, YuX, LiangS, HuY, LuoY, et al. Chemical-induced chromatin remodeling reprograms mouse ESCs to totipotent-like stem cells. Cell Stem Cell. 2022;29(3):400–18 e13. Epub 2022/02/11. doi: 10.1016/j.stem.2022.01.010 .35143761

[20] WaterstonRH, Lindblad-TohK, BirneyE, RogersJ, AbrilJF, AgarwalP, et al. Initial sequencing and comparative analysis of the mouse genome. Nature. 2002;420(6915):520–62. Epub 2002/12/06. doi: 10.1038/nature01262 .12466850

[21] FadlounA, Le GrasS, JostB, Ziegler-BirlingC, TakahashiH, GorabE, et al. Chromatin signatures and retrotransposon profiling in mouse embryos reveal regulation of LINE-1 by RNA. Nat Struct Mol Biol. 2013;20(3):332–8. Epub 2013/01/29. doi: 10.1038/nsmb.2495 .23353788

[22] BerrensRV, YangA, LaumerCE, LunATL, BieberichF, LawCT, et al. Locus-specific expression of transposable elements in single cells with CELLO-seq. Nat Biotechnol. 2022;40(4):546–54. Epub 2021/11/17. doi: 10.1038/s41587-021-01093-1 .34782740 PMC7614850

[23] GeisFK, GoffSP. Silencing and Transcriptional Regulation of Endogenous Retroviruses: An Overview. Viruses. 2020;12(8). Epub 2020/08/23. doi: 10.3390/v12080884 ; PubMed Central PMCID: PMC7472088.32823517 PMC7472088

[24] ChuongEB, EldeNC, FeschotteC. Regulatory activities of transposable elements: from conflicts to benefits. Nat Rev Genet. 2017;18(2):71–86. doi: 10.1038/nrg.2016.139 27867194 PMC5498291

[25] PeastonAE, EvsikovAV, GraberJH, de VriesWN, HolbrookAE, SolterD, et al. Retrotransposons regulate host genes in mouse oocytes and preimplantation embryos. Dev Cell. 2004;7(4):597–606. Epub 2004/10/08. doi: 10.1016/j.devcel.2004.09.004 .15469847

[26] Eckersley-MaslinMA, SvenssonV, KruegerC, StubbsTM, GiehrP, KruegerF, et al. MERVL/Zscan4 Network Activation Results in Transient Genome-wide DNA Demethylation of mESCs. Cell Rep. 2016;17(1):179–92. Epub 2016/09/30. doi: 10.1016/j.celrep.2016.08.087 ; PubMed Central PMCID: PMC5055476.27681430 PMC5055476

[27] PerchardeM, LinCJ, YinY, GuanJ, PeixotoGA, Bulut-KarsliogluA, et al. A LINE1-Nucleolin Partnership Regulates Early Development and ESC Identity. Cell. 2018;174(2):391–405 e19. Epub 2018/06/26. doi: 10.1016/j.cell.2018.05.043 ; PubMed Central PMCID: PMC6046266.29937225 PMC6046266

[28] SunZ, YuH, ZhaoJ, TanT, PanH, ZhuY, et al. LIN28 coordinately promotes nucleolar/ribosomal functions and represses the 2C-like transcriptional program in pluripotent stem cells. Protein Cell. 2021. Epub 2021/08/01. doi: 10.1007/s13238-021-00864-5 .34331666 PMC9226220

[29] YuH, ChenM, HuY, OuS, YuX, LiangS, et al. Dynamic reprogramming of H3K9me3 at hominoid-specific retrotransposons during human preimplantation development. Cell Stem Cell. 2022;29(7):1031–50.e12. Epub 2022/07/09. doi: 10.1016/j.stem.2022.06.006 .35803225

[30] PicelliS, BjorklundAK, FaridaniOR, SagasserS, WinbergG, SandbergR. Smart-seq2 for sensitive full-length transcriptome profiling in single cells. Nat Methods. 2013;10(11):1096–8. Epub 2013/09/24. doi: 10.1038/nmeth.2639 .24056875

[31] HardwickSA, ChenWY, WongT, DevesonIW, BlackburnJ, AndersenSB, et al. Spliced synthetic genes as internal controls in RNA sequencing experiments. Nat Methods. 2016;13(9):792–8. Epub 2016/08/10. doi: 10.1038/nmeth.3958 .27502218

[32] PaulL, KubalaP, HornerG, AnteM, HolländerI, AlexanderS, et al. SIRVs: Spike-In RNA Variants as External Isoform Controls in RNA-Sequencing. bioRxiv. 2016:080747. doi: 10.1101/080747

[33] MolèMA, WeberlingA, Zernicka-GoetzM. Comparative analysis of human and mouse development: From zygote to pre-gastrulation. Curr Top Dev Biol. 2020;136:113–38. Epub 2020/01/22. doi: 10.1016/bs.ctdb.2019.10.002 .31959285

[34] LewisTE, SillitoeI, DawsonN, LamSD, ClarkeT, LeeD, et al. Gene3D: Extensive prediction of globular domains in proteins. Nucleic Acids Res. 2018;46(D1):D1282. Epub 2017/12/02. doi: 10.1093/nar/gkx1187 ; PubMed Central PMCID: PMC5753360.29194501 PMC5753360

[35] SillitoeI, BordinN, DawsonN, WamanVP, AshfordP, ScholesHM, et al. CATH: increased structural coverage of functional space. Nucleic Acids Res. 2020;49(D1):D266–D73. doi: 10.1093/nar/gkaa1079 33237325 PMC7778904

[36] SahaS, MatthewsDA, BessantC. High throughput discovery of protein variants using proteomics informed by transcriptomics. Nucleic Acids Res. 2018;46(10):4893–902. Epub 2018/05/03. doi: 10.1093/nar/gky295 ; PubMed Central PMCID: PMC6007231.29718325 PMC6007231

[37] XueZ, HuangK, CaiC, CaiL, JiangCY, FengY, et al. Genetic programs in human and mouse early embryos revealed by single-cell RNA sequencing. Nature. 2013;500(7464):593–7. Epub 2013/07/31. doi: 10.1038/nature12364 ; PubMed Central PMCID: PMC4950944.23892778 PMC4950944

[38] YangY, WangL, HanX, YangWL, ZhangM, MaHL, et al. RNA 5-Methylcytosine Facilitates the Maternal-to-Zygotic Transition by Preventing Maternal mRNA Decay. Mol Cell. 2019;75(6):1188–202 e11. Epub 2019/08/11. doi: 10.1016/j.molcel.2019.06.033 .31399345

[39] ShaQQ, ZhuYZ, LiS, JiangY, ChenL, SunXH, et al. Characterization of zygotic genome activation-dependent maternal mRNA clearance in mouse. Nucleic Acids Res. 2020;48(2):879–94. Epub 2019/11/30. doi: 10.1093/nar/gkz1111 ; PubMed Central PMCID: PMC6954448.31777931 PMC6954448

[40] FuX, ZhangC, ZhangY. Epigenetic regulation of mouse preimplantation embryo development. Curr Opin Genet Dev. 2020;64:13–20. Epub 2020/06/22. doi: 10.1016/j.gde.2020.05.015 ; PubMed Central PMCID: PMC7641911.32563750 PMC7641911

[41] JiaW, YaoZ, ZhaoJ, GuanQ, GaoL. New perspectives of physiological and pathological functions of nucleolin (NCL). Life Sci. 2017;186:1–10. doi: 10.1016/j.lfs.2017.07.025 28751161

[42] LancianoS, CristofariG. Measuring and interpreting transposable element expression. Nat Rev Genet. 2020;21(12):721–36. doi: 10.1038/s41576-020-0251-y 32576954

[43] ShahidS, SlotkinRK. The current revolution in transposable element biology enabled by long reads. Curr Opin Plant Biol. 2020;54:49–56. Epub 2020/02/03. doi: 10.1016/j.pbi.2019.12.012 .32007731

[44] ShenH, YangM, LiS, ZhangJ, PengB, WangC, et al. Mouse totipotent stem cells captured and maintained through spliceosomal repression. Cell. 2021;184(11):2843–59 e20. Epub 2021/05/16. doi: 10.1016/j.cell.2021.04.020 .33991488

[45] SongM, PebworthMP, YangX, AbnousiA, FanC, WenJ, et al. Cell-type-specific 3D epigenomes in the developing human cortex. Nature. 2020;587(7835):644–9. Epub 2020/10/16. doi: 10.1038/s41586-020-2825-4 ; PubMed Central PMCID: PMC7704572.33057195 PMC7704572

[46] MohananNK, ShajiF, KoshreGR, LaishramRS. Alternative polyadenylation: An enigma of transcript length variation in health and disease. WIREs RNA. 2021;13(1). doi: 10.1002/wrna.1692 34581021

[47] ZhangW, ChenF, ChenR, XieD, YangJ, ZhaoX, et al. Zscan4c activates endogenous retrovirus MERVL and cleavage embryo genes. Nucleic Acids Res. 2019;47(16):8485–501. Epub 2019/07/16. doi: 10.1093/nar/gkz594 ; PubMed Central PMCID: PMC7145578.31304534 PMC7145578

[48] FrankeV, GaneshS, KarlicR, MalikR, PasulkaJ, HorvatF, et al. Long terminal repeats power evolution of genes and gene expression programs in mammalian oocytes and zygotes. Genome Res. 2017;27(8):1384–94. Epub 2017/05/20. doi: 10.1101/gr.216150.116 ; PubMed Central PMCID: PMC5538554.28522611 PMC5538554

[49] JachowiczJW, BingX, PontabryJ, BoškovićA, RandoOJ, Torres-PadillaM-E. LINE-1 activation after fertilization regulates global chromatin accessibility in the early mouse embryo. Nat Genet. 2017;49(10):1502–10. doi: 10.1038/ng.3945 28846101

[50] ShigakiH, BabaY, WatanabeM, MurataA, IwagamiS, MiyakeK, et al. LINE-1 hypomethylation in gastric cancer, detected by bisulfite pyrosequencing, is associated with poor prognosis. Gastric Cancer. 2013;16(4):480–7. Epub 2012/11/28. doi: 10.1007/s10120-012-0209-7 ; PubMed Central PMCID: PMC3824342.23179365 PMC3824342

[51] Rodriguez-MartinB, AlvarezEG, Baez-OrtegaA, ZamoraJ, SupekF, DemeulemeesterJ, et al. Pan-cancer analysis of whole genomes identifies driver rearrangements promoted by LINE-1 retrotransposition. Nat Genet. 2020;52(3):306–19. Epub 2020/02/07. doi: 10.1038/s41588-019-0562-0 ; PubMed Central PMCID: PMC7058536.32024998 PMC7058536

[52] ZhangR, ZhangF, SunZ, LiuP, ZhangX, YeY, et al. LINE-1 Retrotransposition Promotes the Development and Progression of Lung Squamous Cell Carcinoma by Disrupting the Tumor-Suppressor Gene FGGY. Cancer Res. 2019;79(17):4453–65. Epub 2019/07/11. doi: 10.1158/0008-5472.CAN-19-0076 .31289132

[53] LiuX, LiuZ, WuZ, RenJ, FanY, SunL, et al. Resurrection of endogenous retroviruses during aging reinforces senescence. Cell. 2023;186(2):287–304 e26. Epub 2023/01/08. doi: 10.1016/j.cell.2022.12.017 .36610399

[54] ModzelewskiAJ, ShaoW, ChenJ, LeeA, QiX, NoonM, et al. A mouse-specific retrotransposon drives a conserved Cdk2ap1 isoform essential for development. Cell. 2021;184(22):5541–58.e22. Epub 2021/10/14. doi: 10.1016/j.cell.2021.09.021 ; PubMed Central PMCID: PMC8787082.34644528 PMC8787082

[55] FueyoR, JuddJ, FeschotteC, WysockaJ. Roles of transposable elements in the regulation of mammalian transcription. Nat Rev Mol Cell Biol. 2022;23(7):481–97. Epub 2022/03/02. doi: 10.1038/s41580-022-00457-y ; PubMed Central PMCID: PMC10470143.35228718 PMC10470143

[56] WangJ, XieG, SinghM, GhanbarianAT, RaskóT, SzvetnikA, et al. Primate-specific endogenous retrovirus-driven transcription defines naive-like stem cells. Nature. 2014;516(7531):405–9. Epub 2014/10/16. doi: 10.1038/nature13804 .25317556

[57] TangWW, DietmannS, IrieN, LeitchHG, FlorosVI, BradshawCR, et al. A Unique Gene Regulatory Network Resets the Human Germline Epigenome for Development. Cell. 2015;161(6):1453–67. Epub 2015/06/06. doi: 10.1016/j.cell.2015.04.053 ; PubMed Central PMCID: PMC4459712.26046444 PMC4459712

[58] DuZ, ZhengH, HuangB, MaR, WuJ, ZhangX, et al. Allelic reprogramming of 3D chromatin architecture during early mammalian development. Nature. 2017;547(7662):232–5. Epub 2017/07/14. doi: 10.1038/nature23263 .28703188

# Supplementary material for: Single-cell analysis of isoform switching and transposable element expression during preimplantation embryonic development
**Source:** PLoS Biol. 2024 Feb 16;22(2):e3002505. doi: 10.1371/journal.pbio.3002505
**Supplement:** S1 Raw Images

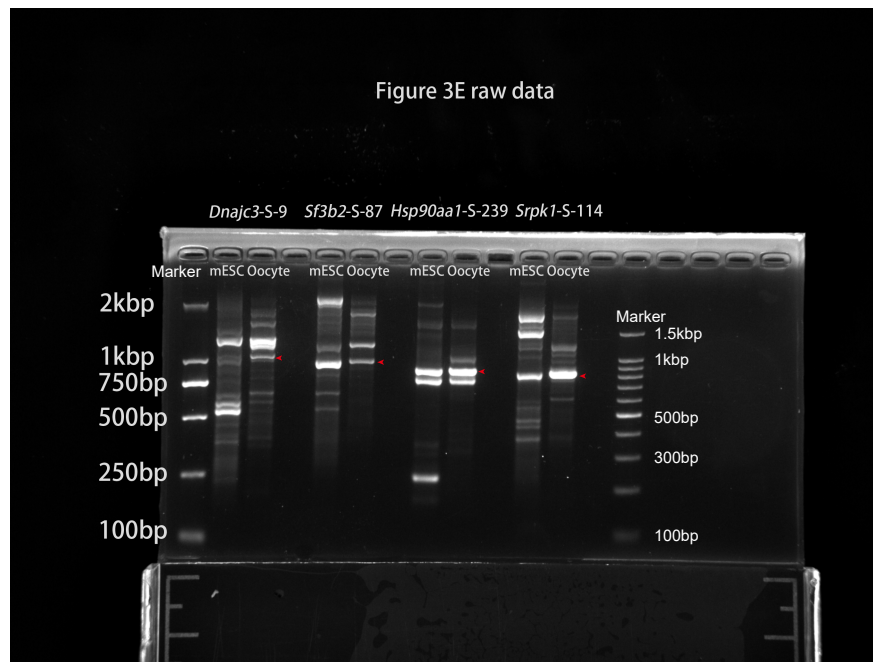

All the samples were amplified for 32cycles with gene primers, then 8ul of the PCR products were loaded on the lanes respectively. After 45 minutes running under 120V, the Gel was snapped in the UV gel imager machine.

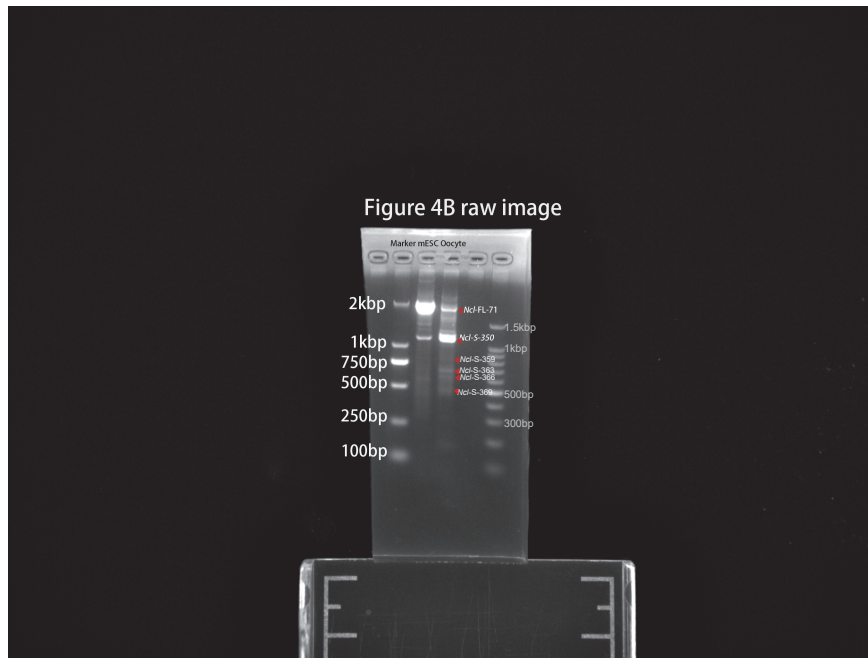

All the samples were amplified for 32cycles with gene primers, then 8ul of the PCR products were loaded on the lanes respectively. After 30 minutes running under 120V, the Gel was snapped in the UV gel imager machine.

## S2F Figure

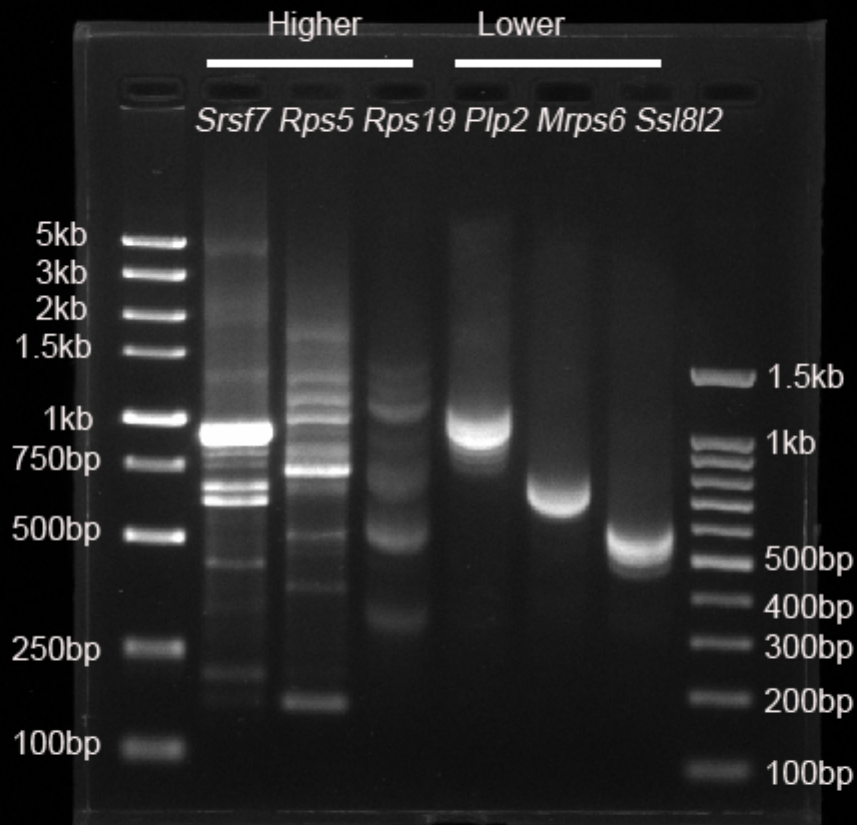

All the samples were amplified for 32cycles with gene primers, then 8ul of the PCR products were loaded on the lanes respectively. After 50 minutes running under 120V, the Gel was snapped in the UV gel imager machine.

How the deposited data were processed for this re-analysis (not part of the article)

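Single cells of mouse oocytes, zygotes and preimplantation embryos and mESCs were read as full-length cDNA with cell barcodes and UMIs on the PacBio platform (161 cells in 3 batches), and batch 4 held 4 columns named oocyte, taken as intact oocytes, 6 of 1/2 oocytes and 6 of 1/4 oocytes. The authors made circular consensus reads with SMRT-Link, assigned barcodes and UMIs with scISA-Tools, mapped the reads to mm10 with minimap2, assigned genes with gffcompare, collapsed isoforms with cDNA_Cupcake, classified and filtered them with SQANTI3 and removed isoforms seen in fewer than 5 cells. The fewest cells per isoform in the table is 5.

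The authors deposited the gene table and the isoform table as normalized values of the CPM kind, in copies per 100,000 UMIs of a cell (the paper's CPM divided by 10). The E2C, L2C and 4-cell columns, recorded here as a score, were deposited by the authors in the same unit, normalized by dividing the UMIs of a gene or isoform by the total UMIs of the cell. Gene values of a cell sum to 100,000 and isoform values to between 84419.2 and 97144.3, because the authors took the total before they removed rare isoforms. Batch 4 was deposited by the authors as whole UMI counts of 49271 isoforms. In every cell of the normalized tables 100% of the non-zero values were whole multiples of the value of 1 UMI within a tolerance of 0.1, and the recovered UMIs were used for depth, thinning and the count models.

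The replicate was the oocyte, zygote or embryo that a cell's name gives (43, with 121 cells). The 32-cell, blastocyst and mESC cells (40) name none and are given as range and median. The plan made before the data were examined took the sequencing run as the replicate and edgeR as the test on summed counts. The run is known for 59 cells only and the values are normalized, so the embryo was taken as the replicate and limma on log2(value + 1) as the test. edgeR on the recovered UMIs became an added alternative. Array weights were added to limma after the unweighted counts of genes had been seen. The alternatives planned then were kept, and those added later are named as such in the closing section.

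Stages were compared in adjacent pairs from oocyte to 16-cell in 1 fit with limma 3.58.1 (trend and array weights). The filter was at least 1 copy per 100,000 in at least 4 embryos. Features were called at a log2 fold change over 1 in size and an unadjusted p under 0.01. The paper's methods state these limits, and taking the change in either direction was a choice made here. Adjusted p-values are Benjamini-Hochberg values over all features tested. Isoform switches were tested with limma on the arcsine square root of the isoform shares of genes with 2 or more isoforms present in at least 3 embryos of each stage, called at a gene-level adjusted p under 0.01 and an isoform adjusted p under 0.05. The paper's own tool, IsoformSwitchAnalyzeR, was not used here. Count alternatives used edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and drawn with matplotlib 3.10.9. Values per cell were averaged over the cells of an embryo (UMIs and genes as the median, and the 3-prime partial share of UMIs from UMIs summed over cells, except where oocytes alone or zygotes alone of 1 run were set against all later embryos and in the search for outlying embryos, which used the mean over cells), and oocytes and zygotes were compared with E2C to 16-cell embryos with 100,000 resamples, and zygotes with E2C exactly. Thinning used 5000 and 2000 UMIs per cell, 20000 for split oocytes, and 5 draws.

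Tested on simulated counts with 200 features changed by 4 times, the gene test recovered 96.5% at 4-cell to 8-cell (10969 genes) and 100% at oocyte to zygote (10965 genes) and at E2C to L2C (11052 genes), with at most 0.999% of unchanged genes called (8-cell to 16-cell, 11009 genes). The isoform test recovered between 63.5% (4-cell to 8-cell, 29007 isoforms) and 97.0% (oocyte to zygote, 28904 isoforms), and the switch test, on 200 genes with a pair of isoforms exchanged, between 51.0% (8-cell to 16-cell, 4592 genes) and 67.0% (oocyte to zygote, 4966 genes). Where the exchanged isoforms differed by at least 3 times, the switch test recovered between 79.1% (8-cell to 16-cell) and 94.8% (oocyte to zygote). The changed features were drawn from a middle range of abundance, so recovery of rarer ones was not tested. All simulated embryos shared 1 mean profile, without a run effect. They had 1 dispersion for all genes (0.106) and 1 for all isoforms (0.252), so false calls in the real data were not measured.

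The genes named are those the paper names in sentences on these measurements and, at each comparison, up to 2 with the largest rise and 2 with the largest fall among called genes at 10 or more copies per 100,000 in the higher stage. The planned condition of a change in the same direction in all 3 runs was replaced by the condition that all embryos of the higher stage lie above all embryos of the lower stage. Of the isoform switches, the 2 genes with the smallest gene-level adjusted p were named at zygote to E2C and at E2C to L2C. Depth limits precision: the median 4-cell blastomere held 32466 gene UMIs, so that 1 UMI is worth several copies per 100,000 in a single cell. Limits given for a count of 0 are 3 UMIs over the group and cover counting error only. Gene and exon positions came from GENCODE vM21 (GRCm38, the same build as mm10). Downstream bases were read from its transcript sequences, so that ends outside annotated exons were not analysed here. Left out were the translation efficiency, RT-PCR and SCAN-seq data, which were not used here, and transposable elements, which were not analysed here.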

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

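The test on 16-cell embryo 2 was chosen only after the result was seen, and those on L2C embryo 1 and on A bases in batch 4 were written down before they were run. In 65 groups of 4 to 10 oocytes, zygotes, embryos or split oocytes the highest and the lowest were set against the others by Dixon's criterion. In 6 groups 1 passed, from 2 embryos. Chance alone passes about 1 group in 20.

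L2C embryo 1, with a single cell, lay below the other 5 L2C embryos in 5 measures: 17971 UMIs (others 51567.5 to 62550.5), 4969 genes (7273.5 to 7847.5), 36.8% of genes with more than 1 isoform type (51.5 to 55.3%), 1.64% with more than 5 (5.87 to 8.06%) and 37 3-prime partial isoforms (89 to 114.5). Its gap to the nearest embryo was between 0.659 and 0.801 of the range, above the critical value of 0.627. With each cell thinned to 5000 UMIs it had 27.6% of genes with more than 1 type, within the 25.2 to 29.9% of the others, and another embryo was lowest, at a gap of 0.281 of the range. The lower number of UMIs in this cell may therefore account for the lower shares. Why the cell held fewer UMIs stays open, whether by loss of RNA in the capture or by a smaller RNA content of the blastomere, and neither was tested. The 5 measures are not independent, since each depends on the number of UMIs.

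16-cell embryo 2 lay above the other 3 16-cell embryos in the 3-prime partial share of isoforms, with 0.994% against 0.700 to 0.730%, at a gap of 0.897 of the range (critical value 0.830). The number of UMIs argues against depth as the whole cause: 16-cell embryo 1 held nearly the same number of gene UMIs per cell (39298.5 against 39328), and with cells thinned to 5000 UMIs embryo 2 was at 0.936% and still 0.231 points above embryo 1, while the other 3 lay between 0.638 and 0.705%. The run of these embryos is not known, so a difference between runs stays open, as does a difference between embryos, and neither was tested.

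Of its own sequencing batches, the paper analyses 3-prime partial isoforms in the first 3 only. It also reports these isoforms in SCAN-seq data and by RT-PCR and Sanger sequencing. The 4 intact oocytes of batch 4 held them too, 262.25 ± 32.1 per oocyte (SD, n = 4, 227 to 298), which is 0.930% of their isoforms and 0.445% of their UMIs (0.435 to 0.461%). There are no control samples for this signal, so whether these isoforms are real was not tested. The share of UMIs lies below that of the oocytes of run 3 (0.730%) and below that of every later embryo (0.632 to 0.965%). The share of isoforms lies near the mean of the later embryos (0.948%, range 0.649 to 1.80%). In neither share were these intact oocytes above the mean of the later embryos. These values are set, without a test, across tables that the authors made separately, so a difference between the tables stays open. Of the 20 bases downstream of 279 ends of these isoforms within exons, in 216 genes, 43.5% were A, 10.5 points above random positions of the same exons (higher in 158 of 216 genes and lower in 58; permutation p = 1e-04, two-sided, the smallest that 10000 sign changes can give). This is consistent with priming of oligo(dT) on A-rich sequence inside transcripts, as a hypothesis. Transcripts that end there in the oocyte, which the paper describes, stay open, and the oocyte origin was not tested here, since no other stage is in that batch.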

How the results depend on the processing

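Tests chosen after the data were seen are edgeR with TMM, edgeR's diffSpliceDGE, a pseudocount of 0.1, no array weights, the replicate block, 1 run only, the mean over genes for the major isoform share, correlations between cells on untransformed values and the embryos left out. Over 92 results, 1149 values were computed under alternatives: 1038 kept their direction and their side of the threshold (for a count, stayed within 1.5 times), 25 lost the threshold, 4 gained it, 74 moved and 8 reversed. The cause was not tested except where a setting is named as its own cause.

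Stage-changed genes kept within 1.5 times in 44 of 55 values under alternatives other than leaving out an embryo, and isoforms in 26 of 55. With an adjusted p under 0.05 the genes were 359 at L2C to 4-cell and 157 at 8-cell to 16-cell, and the isoforms 661 and 229, by a stricter threshold. With only the 2 stages compared in the fit, the genes were 466 at L2C to 4-cell and 140 at 8-cell to 16-cell, and the isoforms 1006 at zygote to E2C, 428 at L2C to 4-cell, 1043 at 4-cell to 8-cell and 127 at 8-cell to 16-cell, with fewer embryos to estimate the spread. With each cell as a unit the isoforms were 978 (zygote to E2C), 4854 (E2C to L2C) and 840 (L2C to 4-cell). With DESeq2 size factors in edgeR the genes were 254 at 8-cell to 16-cell, and the isoforms 212, 548, 2777, 273, 610 and 70 over the 6 comparisons in order of stage. DESeq2 gave 473 genes at L2C to 4-cell, 203 at 8-cell to 16-cell and 176, 519, 2682, 215, 544 and 57 isoforms. edgeR with TMM gave 261 genes at 8-cell to 16-cell and 233, 501, 2800, 256, 544 and 96 isoforms. A pseudocount of 0.1 gave 1325 genes and 1829 isoforms at oocyte to zygote, and limma without array weights 1183 genes at L2C to 4-cell.

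The switch genes stayed within 1.5 times in 17 of 31 values. With only the 2 stages in the fit they were 0, 70, 362, 3, 0 and 0 over the 6 comparisons (limma; with all stages in the fit 423, 747, 1586, 693 and 521 genes of the first 5 comparisons had an unadjusted gene-level p under 0.05), and with edgeR's diffSpliceDGE 3, 6, 93, 0, 2 and 0. Both kept E2C to L2C as the comparison with the most switches. Without 3-prime partial isoforms 65 were left at zygote to E2C, where these isoforms made up 88 of the 223 that changed.

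Pairing by run was possible only for oocytes and zygotes. With the run as a replicate block there were 187 genes, 234 isoforms and 4 switch genes at oocyte to zygote, and Blvra came to −0.90, under the threshold for size. It is 1 gene and no other named result lies at that step. No paired analysis was possible because the run of the cells from E2C to 16-cell is not known, for the other 5 comparisons. The planned settings that leave out a run or block on it were not run for the same reason.

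Embryos were left out one at a time at the stages with 5 or fewer, which are E2C, 4-cell, 8-cell and 16-cell. No oocyte, zygote or L2C embryo of these stages' comparisons was left out, so L2C embryo 1 stayed in. The genes ranged from 814 to 984 at zygote to E2C and 5514 to 5581 at E2C to L2C. They ranged from 423 (without 4-cell embryo 4, and 464 without embryo 5) to 888 at L2C to 4-cell. Later they ranged from 1407 to 1744 at 4-cell to 8-cell and 315 to 580 at 8-cell to 16-cell. The isoforms ranged from 1489 to 1760, 7238 to 7494, 709 (without 4-cell embryo 4; 766 without embryo 5) to 1573, 1692 to 2633 and 519 to 1015 (without 16-cell embryo 4). The switch genes ranged from 103 to 124, 568 to 601, 44 to 79, 14 (without 4-cell embryo 1, 8-cell embryo 2 or 8-cell embryo 3) to 37 (without 4-cell embryo 5) and 0 to 7. The last came to 6, 7, 1 and 0 without 8-cell embryos 1, 2, 3 and 4, and to 5, 6 and 5 without 16-cell embryos 1, 3 and 4. None of the values per cell lost its side of the threshold: UMIs differed by 187928 to 191703 between oocytes and zygotes and the later embryos and by 179987 to 189273 between zygotes and E2C, and genes by 3231 to 3489 and 1796 to 2257. The share with more than 1 type differed by 13.9 to 15.0 and 8.16 to 9.69 points, that with more than 5 types by 12.3 to 12.7 and 7.68 to 8.60. The 3-prime partial isoforms differed by 533.4 to 542.3 and 604.6 to 629.1, their share of isoforms by 2.07 to 2.12 and 2.13 to 2.28, their share of UMIs by 0.808 to 0.824 and 1.15 to 1.23. The major isoform share differed by −10.1 to −8.86 and 1.09 to 3.33, and Ncl 3-prime partial copies by 15.2 to 15.3. The split oocytes differed from intact oocytes by 0.328 to 0.840 (1/2) and 1.08 to 1.60 points (1/4).

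Depth changed more results than any other choice among the values per cell. With cells thinned to 5000 UMIs, the difference in genes per cell between oocytes and zygotes and the later embryos was −243 and that between zygotes and E2C −190.2, both reversed, by the removal of the difference in depth. Zygotes against E2C came to −0.392 points (exact permutation p = 0.498) for genes with more than 1 type and to 0.434 (exact p = 0.396) at 2000 UMIs, and for more than 5 types to −0.0112 and −0.00373. The major isoform share of zygotes against E2C came to 4.57 points (exact permutation p = 0.0125) at 5000 UMIs and 2.27 (exact p = 0.0160) with 6 UMIs per gene, both past the threshold, and to −0.652 (exact p = 0.669) with at least 20 UMIs per gene. The 1/4 oocytes were 0.156 points above intact oocytes at 5000 UMIs and 0.931 at 20000 (exact p = 0.838 and 0.0667), while at full depth the exact p was 0.0143 unadjusted and 0.0857 adjusted, so that only the unadjusted p had passed the threshold. The correlation between cells of an embryo at the 2-cell stages minus that at later stages came to −0.0424 over genes and −0.0627 over isoforms at 5000 UMIs, and to 0.0571 over isoforms on untransformed values, and the difference by run in oocytes to 0.00593 at 5000 UMIs. With run 3 only, the 3-prime partial share of UMIs was 0.158 points (permutation p = 0.0502) above the later embryos, and zygotes of run 3 were 0.353 points (exact permutation p = 0.0893) above E2C. As a share of the gene's isoform UMIs, the 3-prime partial isoforms of Srpk1 differed by 30.8 points (permutation p = 4e-05). The nearest stage was the same for 9 of 10 stages by genes with rank correlation, and by isoforms for 8 with log2(CPM + 10), 9 with a minimum of 10 CPM and 8 with rank correlation.

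Single genes kept their calls in 285 of 298 values, and in 190 of 193 with an embryo left out. Blvra fell under the threshold in 4 settings, Akr1b8 and Obox6 with a pseudocount of 0.1, Obox6 without 16-cell embryo 1 (−1.07), and Ncl PB.2391.71 from E2C to L2C in 9, among them without E2C embryo 2 (1.57) or 3 (1.52). The switch of Ubxn4 was lost without 3-prime partial isoforms (0.213), and that of Ncl from zygote to E2C in that setting (0.194) and with edgeR (0.400).

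Among splits of the same embryos (30 for each comparison), only the real split gave a count as large, 1 of 30, for genes and isoforms at the first 5 comparisons and for switch genes at the first 3. This argues against chance there. It does not exclude chance, since 1 of 30 is the smallest value possible and many counts were read. For the 10 switch genes at oocyte to zygote chance is left fully open. The next largest split gave 6. With only the 2 stages in the fit limma called 0 (423 at an unadjusted gene-level p under 0.05 with all stages), and with the run as a block it called 4. It called 0 of the 3 that edgeR called. The margin was small for genes at E2C to L2C, where the next largest split gave 5594 against 5654. It was small too for isoforms at L2C to 4-cell (1181 against 1262) and at E2C to L2C (7059 against 7639). The other splits at E2C to L2C had a median of 3995 genes, but of 6 switch genes, a test without array weights. For genes and isoforms the array weights were fitted anew in each split and can count misplaced embryos less. These margins therefore do not show how near the real counts lie to chance. Chance is also left fully open for switch genes at L2C to 4-cell (2 of 30) and at 4-cell to 8-cell (3 of 30). The same holds at 8-cell to 16-cell for genes (3 of 30), isoforms (13 of 30) and switch genes (25 of 30).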

Differences from the paper's values

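No test below was chosen after the result was seen except the settings named as such. The 6 comparisons of 7 stages counted here are fewer than the stages the paper covers, which is a limit of the counts and not a cause.

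The paper reports 3867 stage-specific genes, and 7240 genes were called here in at least 1 comparison. Of the alternatives set before the data were examined, DESeq2 size factors in edgeR (5200) and DESeq2 (5090) lie within 1.5 times of the paper's value, and an adjusted p under 0.05 (7208), no filter (6869), only the 2 stages in the fit (6568) and each cell as a unit (6989) do not. edgeR with TMM (5139), chosen after seeing the values, also does, and a pseudocount of 0.1 (7833) and no array weights (7402) do not. The filter of the 3 count models kept 6234 genes, so that their totals could not exceed that number. How many of the paper's own genes these settings drop was not counted.

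For isoforms the paper reports 6819, and 10808 were called here. Only the 2 stages in the fit (7684) and each cell as a unit (7536) lie within 1.5 times of it, and an adjusted p under 0.05 (10460) and no filter (10759) do not. DESeq2 size factors in edgeR (3420), DESeq2 (3290) and edgeR with TMM (3436), the last chosen after seeing the values, say nothing here, because the filter of these count models kept 4285 isoforms, too few to come within 1.5 times. Of the others chosen after seeing the values, a pseudocount of 0.1 (13477) and no array weights (11237) do not.

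The paper shows about 610 isoform switch events from E2C to L2C in Fig 2H, read by eye, and 1552 isoforms were called here, in 673 genes. The legend does not say whether an event is a gene or an isoform. Counted as genes, the 673 lie within 1.5 times of the paper's value. Counted as isoforms, the number with only the 2 stages in the fit was 628, within 1.5 times of the paper's. A minimum change of 0.1 in the share (959), at least 10 UMIs per isoform (1491) and the removal of 3-prime partial isoforms (1493) were not, nor was edgeR's diffSpliceDGE (167), chosen after seeing the values. The paper used another tool for this test.

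The paper describes blastocyst cells as alike to mESCs. Here the blastocyst profile was nearest to 16-cell by genes (r = 0.934) and by isoforms (0.790), and the mESC profile was nearest to the blastocyst by genes (0.781) and to 16-cell by isoforms (0.609). With log2(CPM + 10), a minimum of 10 CPM or rank correlation, mESCs were nearest to the blastocyst by isoforms too (0.746, 0.591 and 0.432), and the blastocyst stayed nearest to 16-cell in all 3.

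The paper states that cell-cell correlation is lower at the zygote stage. Over genes on log2(CPM + 1) it was 0.881 in zygotes and 0.879 in oocytes. On untransformed values, chosen after seeing the data, it was 0.926 and 0.968, which is the paper's order. With cells thinned to 5000 UMIs, a planned setting, it was 0.473 and 0.516, also the paper's order. Rank correlation gave 0.830 and 0.817, the other order. Untransformed gene values gave back the paper's own mean correlations for 6 groups of cells of a stage, to within 1.03e-04%. They did so too for 4 groups of cells of an embryo. The order on log2(CPM + 1) at full depth therefore differs because the paper's gene values are on the untransformed scale. The paper also states that blastomeres of an embryo are alike at the 2-cell stage and diverge from the 4-cell stage in genes and isoforms. Over isoforms on log2(CPM + 1) the 2-cell stages and the later stages did not differ (0.505 and 0.493, permutation p = 0.559, two-sided), and on untransformed values they did, by 0.0571.

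The paper states that more genes were found in each cluster at the isoform level. Between adjacent stages, genes with a called isoform outnumbered called genes in 3 of 6 comparisons and were fewer at oocyte to zygote (308 and 379), E2C to L2C (3509 and 5654) and 4-cell to 8-cell (1587 and 1749). These are not the paper's clusters.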

Other observations

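Explanations by the number of UMIs in oocytes, zygotes and split oocytes were chosen only after the result was seen. So were the tests on the 3-prime partial shares by run and on correlations of untransformed values. The values with cells thinned to 5000 UMIs had been planned as alternatives. Each explanation is a hypothesis, found and tested on the same data, and for the patterns that compare stages, developmental stage stays open as an untested biological explanation.

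The number of UMIs was weighed for the differences between oocytes and zygotes and the embryos from E2C to 16-cell. With cells thinned to 5000 UMIs, oocytes and zygotes were still 2.30 points above in genes with more than 1 isoform type (permutation p = 1.1e-04), 1.07 points above in genes with more than 5 types and 36.5 above in 3-prime partial isoforms per cell (both p = 1e-05, the smallest that 100,000 resamples can give), and with 6 UMIs per gene 5.32 points below in the major isoform share (difference −5.32, permutation p = 1.6e-04), all two-sided. The number of UMIs per cell is thus excluded as the whole cause of the differences at 5000 UMIs, although the first had been 14.6 points. UMIs per gene were not made equal there, since fewer genes were seen in oocytes and zygotes at that depth. The draw of 6 UMIs does not settle depth for the major isoform share, because its genes were chosen at full depth. For genes per cell the difference was −243 (permutation p = 4e-05), so that more UMIs may account for the higher number of genes. Between zygotes and E2C the differences of −0.392 and −0.0112 points in genes with more than 1 and more than 5 types (exact permutation p = 0.498 and 0.922) leave more UMIs in zygotes as a candidate explanation.

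The 3-prime partial share of UMIs was weighed by run. The shares compared with all later embryos are means over the cells of an embryo (0.742% in the later embryos, and 0.744% with UMIs summed over cells, as elsewhere). Oocytes of run 3 differed from the later embryos by −0.0114 points (exact permutation p = 0.817, two-sided), while oocytes of run 1 were above them, so a difference between sequencing runs may account for the higher share of UMIs in oocytes. Zygotes of run 3 were 0.389 points above the later embryos (exact p = 0.00547) and, with UMIs summed, 0.353 points above E2C (exact p = 0.0893). The first rests mainly on zygote 8: the 3 zygotes of that run were at 0.765, 1.65 and 0.978%, and the later embryos reached 0.965%. In zygotes the run and the stage cannot be told apart from 3 zygotes. The share of isoforms, which is another measure, did not fall to the level of the later embryos in run 3: oocytes were 0.619 points above (exact p = 0.00142) and zygotes 1.44 points (exact p = 3.42e-04). At 5000 UMIs per cell it was 1.14% in oocytes and 1.82% in zygotes of run 3 and 0.869% in the later embryos (0.587 to 1.44%), without a test by run. So a run effect on oocytes or zygotes alone is left open for the share of UMIs. The run was not shown to account for the share of isoforms. The runs of the later embryos are not known, so both comparisons set oocytes or zygotes of 1 run against embryos of unknown runs. The paper reports the same course over the stages in SCAN-seq data, which were not used here.

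Priming of oligo(dT) on A-rich sequence inside transcripts was weighed for the 3-prime partial isoforms. A made up 41.4% of the 20 bases downstream of their ends within exons, 8.88 points above random positions of the same exons (higher in 494 and lower in 193 of 690 genes; permutation p = 1e-04, the smallest that 10000 sign changes can give), and 14.8% of the ends had 12 or more A against 4.24% of random positions. The ends of other isoforms had 27.6% A against 27.5% at random positions, but as a mean over genes they were 1.63 points above (permutation p = 1e-04, also the smallest), and 3.26% had 12 or more A against 1.57%, so an excess of A is not confined to 3-prime partial isoforms. This is in line with internal priming for part of the ends, since most windows are not A-rich. It does not say why the share differs between stages, and the paper's view of them as transcripts of the oocyte stays open.

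The paper compares intact and split oocytes to rule out the amount of RNA. The 1/4 oocytes held −22433 UMIs relative to intact oocytes, which the exact permutation test does not tell from 0 (p = 0.500), so similar numbers of UMIs sequenced may account for the similar share of genes with more than 1 isoform type. The amount of RNA put in, which the split changes, was not measured in these files.

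Genes with more isoform types had higher expression, and the need of at least 1 UMI per type was weighed for it. With 6 UMIs drawn per gene, highly expressed genes had fewer types than lowly expressed genes, by −0.336 (permutation p = 1e-05, the smallest that 100,000 resamples can give, two-sided; higher in 3 of 43 embryos), so that the number of UMIs may account for the relation at full depth. The paper also reports the relation in SCAN-seq data and by RT-PCR of highly and lowly expressed genes in mESCs. Neither was used here.

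The lower correlation between zygotes on untransformed values was weighed against the run. Zygotes of the same run exceeded those of different runs by 0.0641 (permutation p = 0.0032), and oocytes did so by 0.0278 (permutation p = 9e-04). Within a run zygotes were still below oocytes, at 0.973 against 0.986. So a difference between runs may account for part of the lower value in zygotes, and was not shown to account for all of it. For cells of an embryo, the 2-cell stages minus the later stages came to −0.0424 over genes (permutation p = 1.6e-04) with cells thinned to 5000 UMIs, so fewer UMIs per cell in later stages may account for the lower correlation at full depth.

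The paper tests 3-prime partial isoforms of 4 other genes by RT-PCR. Their copies per 100,000 in the isoform table in oocytes and zygotes (n = 19) and from E2C to 16-cell (n = 24) were 10.9 ± 10.8 and 0.246 ± 0.487 for Hsp90aa1 and 1.22 ± 1.11 and 0 for Dnajc3 (permutation p = 1e-05 for both, the smallest that 100,000 resamples can give; a count of 0 allows up to 0.0988), 1.07 ± 1.08 and 1.02 ± 1.50 for Sf3b2 (permutation p = 0.899) and 0.820 ± 0.798 and 0.519 ± 0.893 for Srpk1 (permutation p = 0.259), all two-sided. As a share of the gene's isoform UMIs, those of Srpk1 were at 35.7 ± 30.6% (n = 17 with UMIs) and 4.88 ± 8.46% (permutation p = 4e-05), because its other isoforms rose from 1.67 to 9.65 copies. The Sf3b2 value sums 2 isoforms, which were not tested apart. PB.37780.87 ends in coding exon 9. PB.37780.3 has 2 exons (5273923 to 5274978), lies at the 3-prime end of the gene and ends outside it. It does not reach the start codon, where the paper's primer lies, so the sum does not decide on the isoform tested there.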
